# The effects of physiological and injurious hydrostatic pressure on murine *ex vivo* articular and growth plate cartilage explants: an RNAseq study

**DOI:** 10.3389/fendo.2023.1278596

**Published:** 2023-12-07

**Authors:** Lucie E. Bourne, Andrew Hesketh, Aikta Sharma, Giselda Bucca, Peter G. Bush, Katherine A. Staines

**Keywords:** cartilage, osteoarthritis, hydrostatic pressure, chondrocytes, endochondral ossification, RNAseq

## Abstract

**Introduction:**

Chondrocytes are continuously exposed to loads placed upon them. Physiological loads are pivotal to the maintenance of articular cartilage health, while abnormal loads contribute to pathological joint degradation. Similarly, the growth plate cartilage is subject to various loads during growth and development. Due to the high-water content of cartilage, hydrostatic pressure is considered one of the main biomechanical influencers on chondrocytes and has been shown to play an important role in the mechano-regulation of cartilage.

**Methods:**

Herein, we conducted RNAseq analysis of ex vivo hip cap (articular), and metatarsal (growth plate) cartilage cultures subjected to physiological (5 MPa) and injurious (50 MPa) hydrostatic pressure, using the Illumina platform (n = 4 replicates).

**Results:**

Several hundreds of genes were shown to be differentially modulated by hydrostatic pressure, with the majority of these changes evidenced in hip cap cartilage cultures (375 significantly upregulated and 322 downregulated in 5 MPa versus control; 1022 upregulated and 724 downregulated in 50 MPa versus control). Conversely, fewer genes were differentially affected by hydrostatic pressure in the metatarsal cultures (5 significantly upregulated and 23 downregulated in 5 MPa versus control; 7 significantly upregulated and 19 downregulated in 50 MPa versus control). Using Gene Ontology annotations for Biological Processes, in the hip cap data we identified a number of pathways that were modulated by both physiological and injurious hydrostatic pressure. Pathways upregulated in response to 50 MPa versus control, included those involved in the generation of precursor metabolites and cellular respiration. Biological processes that were downregulated in this tissue included ossification, connective tissue development, and chondrocyte differentiation.

**Discussion:**

Collectively our data highlights the divergent chondrocyte phenotypes in articular and growth plate cartilage. Further, we show that the magnitude of hydrostatic pressure application has distinct effects on gene expression and biological processes in hip cap cartilage explants. Finally, we identified differential expression of a number of genes that have previously been identified as osteoarthritis risk genes, including Ctsk, and Chadl. Together these data may provide potential genetic targets for future investigations in osteoarthritis research and novel therapeutics.

## 1 Introduction

Articular cartilage is a specialized connective tissue that covers the ends of bones in synovial joints and facilitates joint movement. It is load bearing and therefore protects underlying subchondral bone from excessive forces. The articular cartilage consists of chondrocytes which retain a stable phenotype to ensure the longevity of the tissue (1, 2). This is in contrast to the chondrocytes of the growth plate cartilage which undergo defined stages of maturation and differentiation to enable longitudinal bone growth (3).

Structurally, the articular cartilage can be divided into superficial, intermediate, and deep zones which are distinct in their organization of both the chondrocytes, surrounded by their individual pericellular matrix, and the collagen type-II and aggrecan-rich matrix (3). The articular cartilage functions to withstand physiological loading over the life-course. However, in the degenerative joint disease osteoarthritis, pathology is characterized by progressive articular cartilage degradation (4). Whilst osteoarthritis is well established to affect all tissues of the joint, the cellular and molecular mechanisms are incompletely understood (5–7). Various forms of mechanical stimuli are involved in the maintenance of the articular cartilage and thus the mechanoresponse of the chondrocyte plays an important role in the development of osteoarthritis (8–10). Compression, tensile and shear stress result in deformative loading, whereas osmotic and hydrostatic pressure induce stress without tissue or cellular deformation (8, 9, 11, 12). As a highly hydrated tissue, interstitial fluid pressurization within the articular cartilage is considered one of the main biomechanical influencers on chondrocytes (13–15). Throughout the cartilage zones, chondrocytes are subjected and respond to a hydrostatic pressure gradient, ranging from 0.1-10 MPa, to direct matrix remodeling, chondrogenesis and chondrocyte metabolism (13, 14). However, excessive hydrostatic pressure (≥20 MPa) outside the physiological range has been shown to induce apoptosis, alter cell morphology and metabolism, reduce extracellular matrix (ECM) synthesis, induce inflammatory cytokine production, and modulate oxidative stress (16–19).

*In vitro*, hydrostatic pressure can be applied experimentally to cells and tissues derived from both animals and humans to investigate mechanotransduction, for example in monolayer cultures (20–23), micromass or pellet cultures (24, 25), 3D cell scaffolds (26–29), and explant cultures (17, 22, 30, 31). The ability to provide either dynamic or continuous hydrostatic pressure, alter the magnitude and/or the duration of pressure provides an alternative approach to study the effects of mechanical stimulation (13, 32). Whilst there is little consensus within the field on the duration and pressure magnitudes in cultures, our previous meta-analysis has indicated that in human and animal- derived cells, low pressure (5 MPa) leads to anabolic responses, including elevated aggrecan expression and proteoglycan release, whereas a higher pressure (50 MPa) has a negative effect on proteoglycan production (33). Therefore, it is possible to investigate the effects of hydrostatic pressure at both physiological and pathophysiological levels.

To determine the effects of hydrostatic pressure on the molecular pathways involved in the regulation of chondrocyte physiology, transcriptomic analyses are often employed to identify responsive genes. Several studies in animal cells have utilized these approaches in the study of chondrocyte progenitor cells, immortalized chondrocytes, and primary chondrocytes within a hydrogel; however, transcriptome sequencing on *ex vivo* models has not yet been performed (21, 29, 34). Phenotypic changes are often observed in cells cultured in a monolayer, with cells de-differentiating or altering morphology, whereas *ex vivo* models allow examination of cells within their native environment (35). Herein, the aim of this study was to perform RNAseq analysis on two murine *ex vivo* cartilage models (hip cap and metatarsal) after exposure to physiological and injurious hydrostatic pressure, to examine the effects of hydrostatic pressure on gene expression in two different chondrocyte phenotypes.

## 2 Methods

### 2.1 Isolation and culture of ex vivo cartilage models

All mice utilized in these studies were kept in controlled conditions at the University of Brighton and all tissue isolation procedures were performed in accordance with the UK Animals (Scientific Procedures) Act of 1986 and regulations set by the UK Home Office and local institutional guidelines (PPL: PP3310437). Analyses were conducted blindly where possible to minimize the effects of subjective bias. Animal studies were conducted in line with the ARRIVE guidelines.

Femoral heads were isolated from 4-week-old male C57/BL6J mice (Charles River), as previously described (**Figure 1**) (36). In brief, the hip joint was dislocated by applying slight pressure at the joint, and the femoral cap was avulsed using forceps. At this developmental stage, the predominant component of this tissue is the articular cartilage, therefore underlying subchondral bone was not included. Both hip caps were pooled from each individual mouse (n=4 mice/experimental group). Hip caps were cultured in Dulbecco’s Modified Eagle Medium with GlutaMAX, substituted with 100 U/ml penicillin, 100µg/ml streptomycin (Thermo Fisher Scientific) in a humidified atmosphere (37°C, 5% CO_2_).

**Figure 1:**
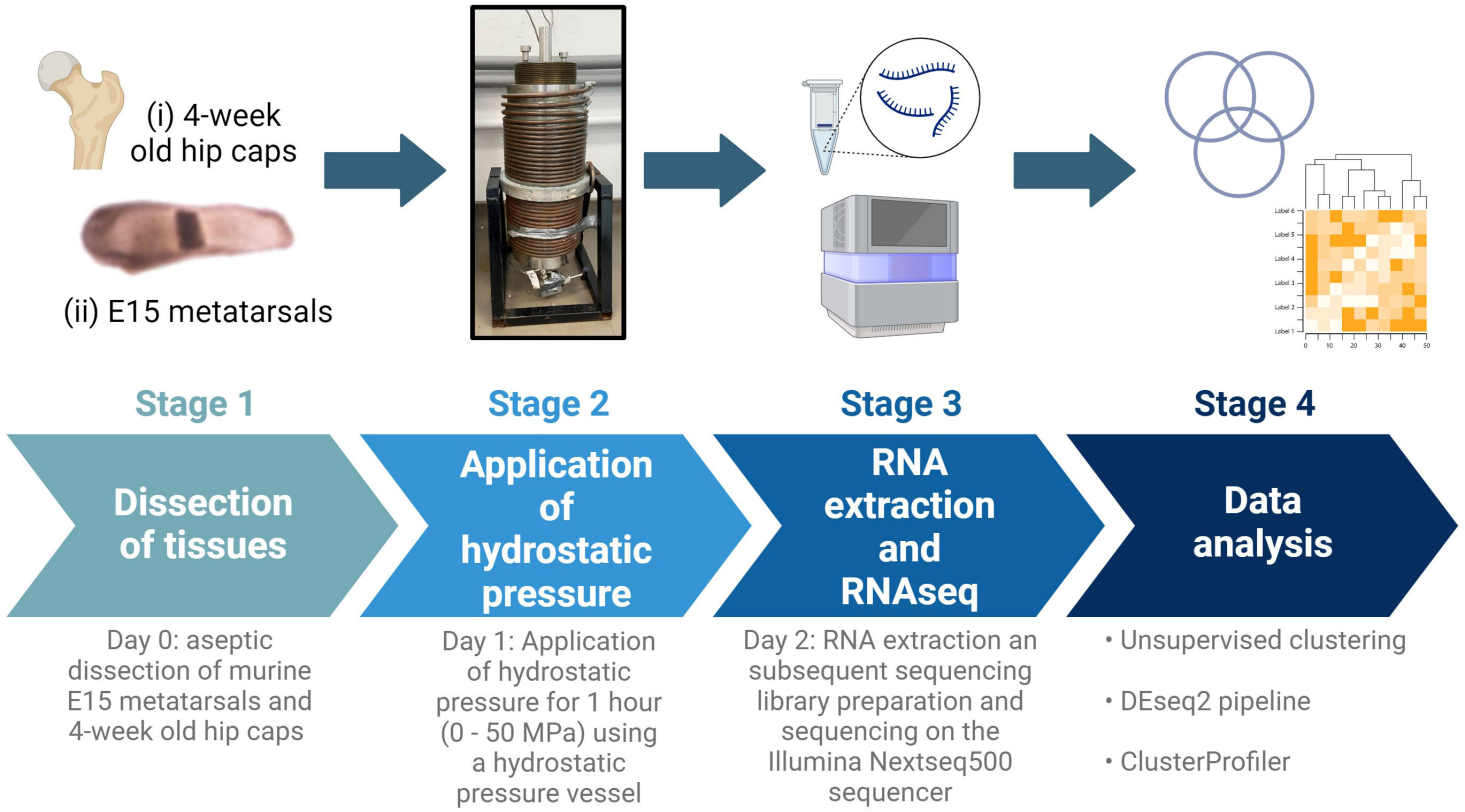
Schematic of experimental design. E15 metatarsal bones and 4-week-old hip cap cartilage explants were subjected to hydrostatic pressure (0-50 MPa) for 1 hour. After 24 hours, RNA was extracted and RNAseq and downstream analyses conducted. Created with BioRender.com.

Embryonic metatarsal organ cultures provide a well‐established model of endochondral bone growth (**Figure 1**) (37). Metatarsals were isolated from E15 embryos of C57/BL6J (Charles River) mice as previously described (36). Six metatarsal bones were pooled per sample (n=4 samples/experimental group). Metatarsal bones were cultured in α-Minimum Essential Medium supplemented with 0.2% BSA Fraction V; 1 mmol/l β-glycerophosphate (βGP); 0.05 mg/ml L-ascorbic acid phosphate; 0.05 mg/ml gentamicin and 1.25 μg/ml fungizone (Thermo Fisher Scientific) in a humidified atmosphere (37°C, 5% CO_2_).

### 2.2 Application of hydrostatic pressure

After 24 hours of culture, hips caps and metatarsals were placed into 5 ml sterile plastic syringes fitted with Luer lock end caps, taking care to eliminate all air bubbles (**Suppl. Figure 1**). Movement of the syringe plunger allowed for equilibration of pressure between syringe contents and the pressure vessel water (17). The syringes were placed in a water-filled pressure vessel at room temperature. Syringes were pressurized to 0 MPa (control), 5 MPa (physiological) or 50 MPa (injurious) hydrostatic pressure for 1 hour (**Figure 1**; **Suppl. Figure 1**). Following exposure to hydrostatic pressure, tissues were placed back into the incubator and cultured for a further 24 hours in the respective media, then flash frozen at -80°C until RNA extraction.

### 2.3 RNA extraction and sequencing

Tissue (<100 mg) were defrosted on ice and 1 ml Trizol (Qiagen) was added to each sample; tissues were homogenised using a mechanical disruptor, making sure to keep them cool by putting on ice every 15 seconds. Samples were incubated at room temperature for a minimum of 10 minutes to allow for cell lysis and centrifuged at 12,000 x *g* for 15 minutes at 4°C to pellet the excess tissue, whilst retaining RNA in solution. The supernatant was transferred to a clean tube and 200 μL of chloroform (Sigma) added. After vigorous shaking for 20 seconds, the samples were incubated at room temperature for 3 minutes and then centrifuged at 12,000 x *g* for 15 minutes at 4°C to enable phase separation. The upper, aqueous phase was transferred to a new tube, avoiding the interface. Following the addition of an equal volume of 70% ethanol, the samples were mixed thoroughly by vortexing and total RNA purified using RNeasy Mini spin columns (Qiagen), according to the manufacturer’s recommendations. Purified RNA was eluted in 30 μl of RNase-free water, repeating the elution twice by reapplying the elute. The concentration and purity of the RNA samples were assessed using a Nanodrop One C spectrophotometer (Labtech) and the quality of the RNA was assessed on a TapeStation 4200 (Agilent Technologies).

All samples passed purity quality control checks but exhibited RNA Integrity Number (RIN) equivalent values below the ideal minimum of 7 (average value 2.8). The low RIN values obtained are considered typical for these explant tissue samples and suggest some partial degradation of the total RNA. DV200 analysis using the Agilent TapeStation 4200 software showed a percentage of fragments between 200 and 10000 bp ranging between 53.51-87.4% in all RNA samples. Sequencing libraries were prepared using the Universal Plus™ Total RNASeq with NuQuant kit and a mouse rRNA depletion module (Tecan Genomics), required for partially degraded RNA samples. Library construction strategy was pair end and strand specific. Libraries were checked for quality using the TapeStation 4200, quantified, normalized and sequenced on the Illumina NextSeq500 sequencer using a high-output kit (17 libraries) and a mid-output kit (7 libraries).

### 2.4 Data analysis

Initial sequencing read quality control was conducted using fastqc (version 0.11.9) (38) and multiqc (version 1.8) (39). Trimming was performed using TrimGalore using a minimum quality threshold of 20, discarding any trimmed reads shorter than 20 nucleotides. Trimmed reads were quantified using kallisto quant and transcript quantifications were converted to gene level by tximport. The transcriptome mapping data for all samples was imported into R for data summarization at the gene level. The data was normalized and analyzed using the DESeq2 pipeline (40). Unsupervised clustering of the sample data was performed using the R packages pheatmap and pcaMethods. Significant genes were identified by analysis using a model design that considered the sequencing run and strandedness of the library as possible batch effects (design= ~SeqRun + Library + Condition) and applying a 5% significance threshold to p-values adjusted using the Benjamini and Hochberg procedure (a significance threshold referred to elsewhere in the text as padj<=0.05, or 5% FDR). For functional analysis of the groups of differentially expressed genes, clusterProfiler was utilized to identify significantly over-represented functional categories using a significance threshold of 5% on the Benjamini and Hochberg corrected p-values (41). Annotations for the Gene Ontology (GO) Biological Process (BP), from the R package org.Mm.eg.db (version 3.11.4) were used (42). Genes that were significantly differentially expressed between our samples were compared to recent genome-wide association studies of osteoarthritis that have identified a number of osteoarthritis risk genes (43, 44).

## 3 Results

Herein, we conducted RNAseq analysis of murine *ex vivo* hip cap (articular), and metatarsal (growth plate) cartilage cultures (n=4 replicates) subjected to physiological (5 MPa) and injurious (50 MPa) hydrostatic pressure. 

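RNA from 24 cultures was sequenced after depletion of ribosomal RNA, with 4 libraries in each of 6 groups, namely hip caps and metatarsals kept as controls (0 MPa), exposed to 5 MPa or exposed to 50 MPa. The sample labels give the pressures in mPa and the paper gives them in MPa, and the paper's unit was used. The authors trimmed the reads and assigned them to transcripts with kallisto, which estimates how many reads come from each transcript without aligning them to a genome, and then summed the estimates per gene with tximport. The deposited values are these estimated counts of 52178 genes, without normalization, and they were rounded to whole numbers. Total counts ranged from 6731592 to 21130707 in hip cap controls, with a median of 13329617 over all 4 libraries and 11631603 over the 3 that the paper used. In hip caps they ranged from 12736652 to 25104484 at 5 MPa (median 21553183.50) and from 7565386 to 13902923 at 50 MPa (median 11311976, or 13670288 over the 3 libraries used). In metatarsals the totals ranged from 4185557 to 17321026 in controls (median 13273959.50), from 12404776 to 18144087 at 5 MPa (median 14278675) and from 10887599 to 14548505 at 50 MPa (median 11262215.50). Protein-coding genes took between 27.5% and 72.3% of the counts in the libraries used, and a single gene without a symbol (ENSMUSG00000119584) took up to 40.6%. The sequencing run of each library was read from the colour strip of Figure 2A, which shows 9 libraries in run 1 and 15 in run 2, and 6 libraries were unstranded. The methods give 17 libraries on a high-output kit and 7 on a mid-output kit and describe strand specific libraries, so the run and library type of each library, on which the batch terms and the comparisons within a run rest, are uncertain. The 3 hip cap controls used were sequenced in run 1, the 4 hip caps at 5 MPa in run 2, and the 3 hip caps at 50 MPa in run 1, all unstranded. Among the hip cap controls used, HC3 alone was unstranded. In the metatarsals, control 1 (MC1) and replicate 4 at 50 MPa (M504) were in run 1, and M504 was unstranded. Differences were tested with edgeR's quasi-likelihood test after TMM normalization, with the 22 libraries of the paper in one fit and with sequencing run and library type as batch terms, as in the paper's DESeq2 design. The test covered 21283 genes that passed edgeR's filter on low counts, and genes with an adjusted p-value (Benjamini-Hochberg) of at most 0.05 were called differentially expressed. The batch terms raised the standard error of the hip cap contrast 1.48-fold at 5 MPa and 1.28-fold at 50 MPa, against 1.06-fold in metatarsals at both pressures. In the hip cap contrast at 50 MPa, HC3 carried a weight of -0.76 and HC1 and HC2 carried -0.12 each. The paper left out HC4 and H502 because they appeared as outliers in unsupervised clustering, so values are given over its 22 libraries, and some of them also over all 24.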

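Distances between all 24 libraries were computed on log2 CPM (counts scaled to the size of the library) of 21167 genes. The median distance between a pair of the 10 hip cap libraries used by the paper was 171, with a range from 83.1 to 234. Between metatarsal libraries it was 94.2 (range 65.7 to 160), and between a hip cap and a metatarsal library it was 215 (range 172 to 282). The first principal component held 38.4% of the variance, and the second held 15.0%. On the first component the metatarsals lay between -86.8 and -53.1, and the hip caps lay between 61.6 and 148 except for the hip cap library H502 (50 MPa, replicate 2), which lay at -50.9. H502 had a median distance of 295 from the other hip caps and the control library HC4 had 259, which were 1.68 and 1.48 times the median over the hip caps. The same ratio was between 0.88 and 1.16 in the other 10 hip caps. M504, a metatarsal library that the paper kept, had a ratio of 1.49 within its tissue. With DESeq2's variance stabilizing transformation in place of log2 CPM, the ratio of H502 was 2.25, the largest move among the alternatives, and with the 500 most variable genes the ratios of HC4 and H502 were 1.21 and 1.25. Predicted genes made of satellite repeats, a list drawn up after the counts were seen, took 56.1% of the counts of H502 (95% Wilson confidence interval 56.1% to 56.2%) and 17.5% of those of HC4 (17.5% to 17.6%), and at most 3.04% in any other library. These intervals, like the limits set by counts of 0 or near 0, cover counting error only.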

Unsupervised clustering of the gene expression data indicated a clear distinction between the hip cap and metatarsal sample data, but two of the hip cap cartilage samples (*H502* [exposed to 50 MPa hydrostatic pressure] and *HC4* [control, 0 MPa hydrostatic pressure]) appeared to be outliers, thus were excluded from all downstream statistical analyses (**Figures 2A, B**; **Suppl. Figures 2, 3**).

**Figure 2:**
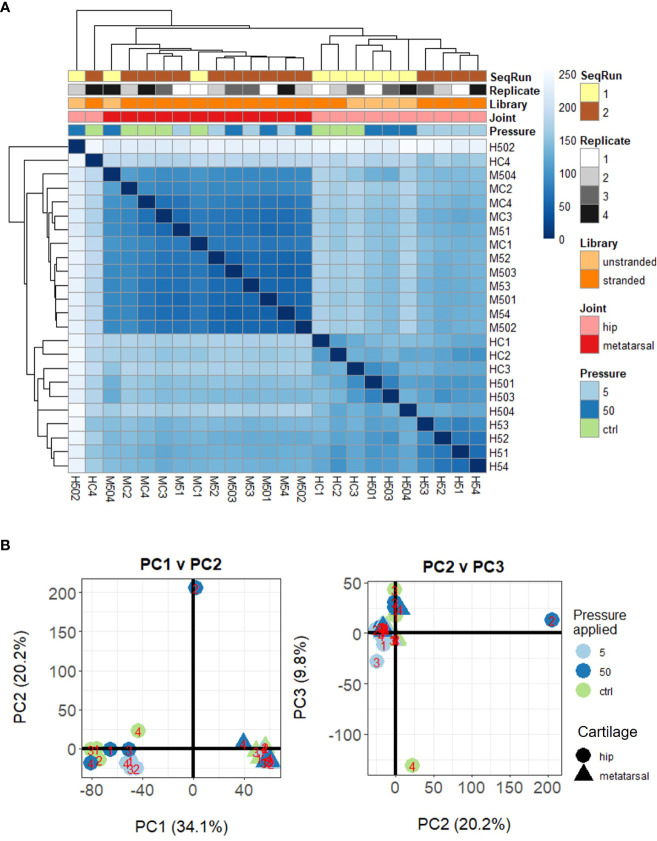
Unsupervised clustering of samples based on their DESeq2 normalized gene-level counts. **(A)** Heat map of inter-sample Euclidean distances, where darker blue colors indicate closer similarity. **(B)** Principal components analysis. Samples are labelled as M (metatarsal) and H (hip cap), followed by C (control – 0 MPa), 5 (5 MPa) or 50 (50 MPa) and replicate number (1–4).

### 3.1 Gene expression profiles of articular and growth plate cartilage

Prior to differential gene expression analyses focusing on the effects of hydrostatic pressure, the gene expression profiles of the two different cartilage explants were investigated to assess the genes and pathways that may be differentially expressed between a transient (growth plate) and an inherently stable (articular) cartilage phenotype (**Suppl. Data 1**). There were 2775 genes upregulated and 3368 genes downregulated in hip cap cartilage in comparison to metatarsal cartilage (**Figure 3A**). 

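Between the controls, 3113 genes were higher and 3488 lower in hip caps (n = 3) than in metatarsals (n = 4). With all 24 libraries, 2695 genes were higher and 2928 were lower, and 4061 genes passed the threshold in both sets of libraries. Among the other ways of processing the 22 libraries, the count moved most without the batch terms, to 9735 genes. Without MC1, which ties the metatarsal controls to the run of the hip cap controls, it was 2573. With library sizes alone in place of TMM factors, 734 genes were higher and 8290 lower, as the median log2 fold change of all genes moved from -0.08 to -0.96.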

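Rpl9-ps4 (ENSMUSG00000094989), a pseudogene copy of the ribosomal protein gene Rpl9, had 234 counts in HC2, 3 in HC3 and 0 in HC1, HC4 and every metatarsal control. Its mean in the 3 hip cap controls was 12.6 ± 21.6 CPM (SD), at least 44.0-fold above the limit that 0 counts allow in metatarsals, and the groups did not differ beyond their spread (exact permutation test, two-sided, p = 0.143). The filter on low counts removed it from the test across genes, and 94.4% of the 31-base words of its transcript also occur in other genes. Col10a1 (ENSMUSG00000039462), which encodes type X collagen, had 6452 ± 242 CPM (SD, n = 3) in hip cap controls and 5.00 ± 6.63 CPM (n = 4) in metatarsal controls, a log2 fold change of 9.64 (standard error 2.55, adjusted p = 0.00994 from edgeR's quasi-likelihood test). It had 693 CPM in HC4, and the log2 fold change was 8.00 over all 24 libraries. Without MC1, which had 1 count, it was 5.88 and no longer passed the threshold, and without HC3 it was 14.97. Frzb (ENSMUSG00000027004), which encodes a secreted antagonist of WNT signalling, had 684 ± 116 CPM (SD, n = 3) in hip caps and 2.75 ± 0.306 CPM (n = 4) in metatarsals, a log2 fold change of 7.43 (standard error 0.56, adjusted p = 2.0e-08 from edgeR). HC4 had 110 CPM of Frzb, and over all 24 libraries the log2 fold change was 6.57. By the rule for genes to be named, Rspo4 and Gucy2g also stood among the highest changes, at least 26.7-fold and 27.9-fold higher in hip caps, and both had at most 2 counts in any metatarsal control.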

Upregulated genes with the greatest log_2_ fold change included ribosomal protein L9 (*Rpl9-ps4*, 39.4-fold), collagen type X (*Col10a1*, 7.7-fold), and frizzled-related protein (*Frzb*, 7.2-fold) (**Table 1**). 

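Mfap4 (ENSMUSG00000042436), which encodes a protein of elastic microfibrils, had 136 ± 25.8 CPM (SD, n = 4) in metatarsal controls and at most 3 counts in each of the 3 hip cap controls, so it was at least 269-fold lower in hip caps (adjusted p = 4.7e-08 from edgeR's quasi-likelihood test). HC4 had 37 counts, and the log2 fold change over all 24 libraries was -7.02. Igfbp2 (ENSMUSG00000039323) had 21.3 ± 7.53 CPM (n = 4) in metatarsals and was at least 42.3-fold lower in hip caps (adjusted p = 1.0e-06 from edgeR), with at most 1 count in any hip cap control used. Fgf10 (ENSMUSG00000021732) had 12.6 ± 1.03 CPM (n = 4) in metatarsals and 0 counts in the 3 hip caps, at least 25.0-fold lower (adjusted p = 7.3e-07 from edgeR). It had 12 counts in HC4 and a log2 fold change of -5.30 over all 24 libraries. Myog and Cma1, which stood among the lowest by the rule for genes to be named, were at least 27.9-fold and 14.5-fold lower in hip caps and had 0 counts in every hip cap control, HC4 included.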

Downregulated genes with the greatest log_2_ fold change included microfibrillar-associated protein 4 (*Mfap4*, 8.6-fold), insulin-like growth factor binding protein 2 (*Igfbp2*, 7.3-fold) and fibroblastic growth factor 10 (*Fgf10*, 7.2-fold) (**Table 1**).

**Figure 3:**
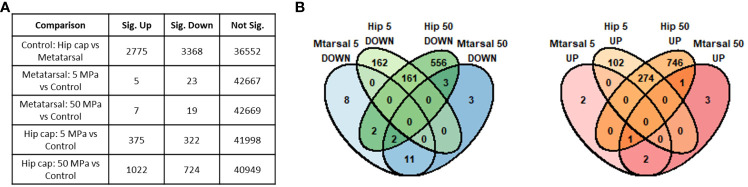
Summary of genes identified as significantly differently expressed between the main sample conditions of interest (DESeq2 padj<=0.05 (5% FDR)). **(A)** Numbers of significant genes (padj<=0.05) in each comparison. Sig. Down indicates genes down-regulated in the first condition listed in the comparison column relative to the second, while Sig. Up indicates those up-regulated in the first condition. **(B)** Overlap between the significant genes identified in each hip cap (Hip) and metatarsal (Mtarsal) cartilage explant group.

**Table 1:** Top 10 genes with highest upregulation and top 10 genes with highest downregulation in the hip cap versus metatarsal RNAseq datasets.

	Gene Name	Log_2_ Fold Change	Adjusted *p* value
Top 10 genes with highest upregulation	*Rpl9-ps4*	39.41761815	6.53953E-15
	*Gm10925*	23.98054338	1.87468E-05
	*Gm22969*	21.45491466	5.33958E-06
	*Mif-ps4*	14.34623609	1.37344E-05
	*Col10a1*	7.736184458	3.71322E-08
	*Serpina1d*	7.646536307	5.54893E-13
	*Frzb*	7.219881296	2.58347E-50
	*Cytl1*	7.218161967	2.07064E-45
	*Gpx3*	7.055584365	1.53747E-28
	*Clec3a*	7.031246207	4.9778E-14
Top 10 genes with highest downregulation	*Mfap4*	-8.564081588	4.07328E-34
	*Xist*	-8.407700367	5.36182E-12
	*Actc1*	-8.087469882	1.48585E-10
	*Hoxd13*	-7.737458742	1.44143E-30
	*Myh3*	-7.539165841	9.66177E-24
	*Kera*	-7.465016823	2.52732E-12
	*Igfbp2*	-7.34202703	1.197E-12
	*Crabp1*	-7.311799886	8.05824E-13
	*Fgf10*	-7.176158119	4.15686E-11
	*Ptn*	-7.059869481	1.53489E-97

Next, we sought to examine whether these differentially expressed genes were enriched in particular biological processes. Using annotations for GO BP, the data revealed a number of significantly enriched processes, which include ossification (GO:0001503; 124 genes), bone development (GO:0060348; 81 genes), cartilage development (GO:0051216; 83 genes), connective tissue development (GO:0061448; 98 genes), and extracellular matrix organization (GO:0030198; 84 genes), in hip cap cultures in comparison to metatarsals (**Suppl. Table 1**). Conversely, those that were downregulated included muscle tissue development (GO:0060537; 140 genes) and muscle cell differentiation (GO:0042692; 127 genes), as well as synapse organization (GO:0050808; 142 genes) (**Suppl. Table 1**).

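Gene Ontology categories were not used here, and preset lists of genes took their place. In a list of 25 genes of cartilage matrix and chondrocyte identity, among them Col2a1, Acan and Sox9, all 25 were higher in hip cap controls than in metatarsal controls and passed the threshold. Their log2 fold changes ran from 0.87 to 8.14 with a median of 3.85, and the list stood apart from all other genes (adjusted p = 2.6e-27 from limma's camera test on the edgeR data, with a preset correlation of 0.01 between genes). Over all 24 libraries the median was 2.77, the largest move among the alternatives, with 22 of the 25 genes past the threshold. In a list of osteoblast genes, 7 could be tested and had a median log2 fold change of 2.76, with 4 higher and 1 lower past the threshold.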

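A preset list of 20 skeletal muscle genes was lower in hip cap controls than in metatarsal controls in 19 genes, 18 of them past the threshold. The median log2 fold change was -4.90, or -4.63 with the 7 genes that had at most 3 counts in every hip cap set to their limit (adjusted p = 4.0e-16 from camera on the edgeR data). Ttn, the most abundant of them, had a mean of 1141 CPM in metatarsals and 7.80 CPM in hip caps. Tnni2 went the other way, with a log2 fold change of 2.66 (standard error 0.58, adjusted p = 0.00198 from edgeR's quasi-likelihood test), and Tnnt3 did not differ (-0.09, standard error 0.64). With all 24 libraries the median was -4.15 and 16 genes of the list passed the threshold. Genes of synapse organization were not analysed here. Requiring at least 10 counts in every library left only 2 of the 20 genes, with a median of -1.97, and the list no longer passed the threshold.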

When comparing the two datasets, the hip cap data yielded many more significant changes than the metatarsal data, and the greater spread of log_2_ fold changes taking place in the hip cap samples suggests that the hip cap cartilage explants are more responsive to changes in pressure than the metatarsal explants (**Figure 3**). Therefore, subsequent analyses focused on the data from the hip cap explants, with the highest up- and down-regulated genes, either commonly or uniquely expressed between each group, in the metatarsal data sets detailed in **Suppl. Tables 2, 3**.

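Across the 21283 genes, the log2 fold changes at 5 MPa had an SD of 1.20 in hip caps and 0.61 in metatarsals, a ratio of 1.96. At 50 MPa the SDs were 1.17 and 0.65, a ratio of 1.80. The median standard error of a log2 fold change was likewise 1.60 times as large in hip caps at 5 MPa and 1.46 times at 50 MPa. In 30 simulations in which no gene changed and each tissue kept its own dispersion, the ratio of the SDs lay between 1.97 and 2.18 at 5 MPa and between 1.84 and 2.03 at 50 MPa. In metatarsals 0 genes passed the threshold at either pressure, and 733 and 872 genes had an unadjusted p-value under 0.05 where 1064.2 were expected by chance. The fit gives both tissues the same dispersion for each gene, but the tissues alone had medians of 0.030 in metatarsals and 0.101 in hip caps. This makes the test strict in metatarsals and lenient in hip caps. The 0 genes thus do not show that pressure had no effect in metatarsals. The difference between the responses of the tissues was tested as an interaction in edgeR and passed the threshold for 4 genes at 5 MPa and 94 genes at 50 MPa, and 93 of the 94 changed more in hip caps. Over all 24 libraries the ratios were 1.85 and 1.93, and 0 genes passed the interaction test at either pressure, with 1507 and 3128 at an unadjusted p-value under 0.05. Requiring at least 10 counts in every library moved the ratios to 2.79 and 2.58, and DESeq2 gave 1.25 and 1.19. Leaving out M504 moved the ratio at 5 MPa to 2.91, and leaving out HC3 moved the ratio at 50 MPa to 2.92. Metatarsal genes past the threshold numbered 8 at 5 MPa and 14 at 50 MPa when libraries of run 2 alone were compared.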

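None of the metatarsal genes of Suppl. Tables 2 and 3 that are named here passed the threshold over the 22 libraries. Endou had a log2 fold change of -5.28 at 5 MPa (standard error 1.16, adjusted p = 0.752 from edgeR's quasi-likelihood test), with 2.94 ± 5.55 CPM (SD, n = 4) in controls and 0.0891 ± 0.119 CPM (n = 4) at 5 MPa. Of the controls, replicate 2 had 217 counts of Endou and the others at most 6, and without replicate 2 the log2 fold change was -1.23. Gsg1l changed by -0.58 (standard error 0.17, adjusted p = 0.866) and Zfp990 by 2.06 (standard error 0.58, adjusted p = 0.866) in the same edgeR fit. Endou and Gsg1l passed the threshold in DESeq2. Bloc1s5 at 50 MPa had 8.63 ± 0.710 CPM against 6.91 ± 1.20 CPM in controls (n = 4 each), and these values did not overlap (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow), but its log2 fold change of 0.40 did not pass the threshold across genes. Rpl9-ps4 had at most 2 counts in any metatarsal library of this comparison. Septin2 was not analysed here. Over all 24 libraries, which hold the same metatarsals, the log2 fold changes of Endou, Gsg1l, Zfp990 and Bloc1s5 were -5.10, -0.67, 2.15 and 0.41.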

### 3.2 Effects of physiological and injurious hydrostatic pressure on gene expression in hip cap cartilage explants

Compared to control, there were 375 genes significantly upregulated with 5 MPa hydrostatic pressure and 322 significantly downregulated in hip cap cultures (**Figure 3A**; **Suppl. Data 1**). 

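With 5 MPa, 2 genes were higher and 3 were lower in hip caps (n = 4) than in hip cap controls (n = 3) in edgeR's quasi-likelihood test. An unadjusted p-value under 0.05 was found for 3314 genes, where 1064.2 were expected by chance. Other divisions of the same libraries into groups of these sizes gave up to 4325, so this excess alone does not show a response. The mitochondrially encoded mt-Co2 (ENSMUSG00000064354), a subunit of cytochrome c oxidase, had 1107 ± 349 CPM (SD, n = 4) at 5 MPa and 78.1 ± 35.4 CPM (n = 3) in controls, a log2 fold change of 3.97 (standard error 0.52, adjusted p = 0.00758 from edgeR). All 31-base words of its transcript also occur in nuclear copies, and without HC3, MC1 or M504 it no longer passed the threshold, although its log2 fold change stayed between 3.96 and 4.10 in these fits. The pseudogene Nutf2-ps1 was higher (log2 fold change 2.74, standard error 0.39, adjusted p = 0.00758 from edgeR). The predicted genes Gm9968, Gm24514 and Gm28285 were lower, by -3.80, -2.66 and -4.94, and Gm28285 was chosen after its values were seen. Over all 24 libraries 43 genes passed, 8 higher and 35 lower, and 1 gene passed in both sets. The log2 fold change of mt-Co2 was then 2.21 and did not pass, with 182 ± 209 CPM (n = 4) in the controls with HC4. The fit without batch terms moved the count most, to 2422 genes, and DESeq2 gave 592, of which 419 were higher. Leaving out HC3 gave 1 gene and leaving out HC2 gave 1422. In a complete copy of the paper's table of 697 genes for this comparison, 692 could be tested, 663 of them changed in the paper's direction and 515 did so at an unadjusted p-value of at most 0.05.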

With injurious hydrostatic pressure (50 MPa), there were 1022 significantly upregulated and 724 significantly downregulated genes (**Figure 3A**; **Suppl. Data 1**). 

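With 50 MPa, 748 genes were higher and 422 were lower in hip caps than in controls (n = 3 each) in edgeR's quasi-likelihood test. An unadjusted p-value under 0.05 was found for 4953 genes, and another division of the same libraries gave 4989. Over all 24 libraries 2 genes passed, both of them higher and both among the 1170, and 3684 had an unadjusted p-value under 0.05. When single libraries were left out, the count ran from 1 gene without HC3 to 2596 without HC2. Comparing only the hip cap libraries of run 1, without batch terms, gave 0 genes past the threshold and 1777 at an unadjusted p-value under 0.05. After each library's trend with GC content was removed, an alternative chosen after seeing the data, 102 genes passed, of which 91 were among the 1170. With library sizes alone in place of TMM factors, 46 genes were higher and 12 lower. By the rule for genes to be named, the highest were Il1a, which encodes interleukin 1 alpha, with a log2 fold change of 4.63 (standard error 1.31, adjusted p = 0.0435 from edgeR), mt-Atp6 at 4.26 and mt-Co3 at 3.94. Il1a had 4.18 ± 2.67 CPM (SD, n = 3) at 50 MPa and 0.354 ± 0.409 CPM (n = 3) in controls, and over all 24 libraries its log2 fold change was 2.36. The lowest were the olfactory receptor gene Olfr57 (-4.11, standard error 1.11, adjusted p = 0.0452 from edgeR), Serpina1a (-2.76) and Serpina1d (-2.36). Olfr57 had 378 CPM in HC1, 15.7 CPM in HC2 and 74.2 CPM in HC3, and over all 24 libraries its log2 fold change was -2.72. Serpina1a and Serpina1d share 65.2% and 64.7% of their 31-base words with other genes of their family, and mt-Atp6 and mt-Co3 share 99.5% and 99.9% with nuclear copies. Without HC3, or without replicate 3 at 50 MPa, none of these 6 genes passed the threshold, and without HC3 the log2 fold changes of Serpina1a, Serpina1d, Olfr57 and Il1a were -11.67, -8.18, -6.11 and 2.57. Il1a also lost its call without HC1 (4.51), and its log2 fold change was 9.06 without MC1. Without MC1 or M504, mt-Atp6, mt-Co3, Olfr57 and Serpina1a did not pass, and Serpina1d did not without M504. Olfr57, Serpina1a and Serpina1d lost their calls without replicate 1 at 50 MPa, and Olfr57 without H504.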

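In hip caps, 3 genes passed the threshold in the same direction at 5 and 50 MPa, namely mt-Co2 and Nutf2-ps1, which were higher, and Gm28285, which was lower. No metatarsal gene passed at either pressure. With all 24 libraries 1 gene was shared, and among the other ways of processing, the fit without batch terms moved the number most, to 571. Leaving out HC3 gave 0 shared genes and leaving out HC2 gave 1089. Across all tested genes, which are not independent replicates, the log2 fold changes in hip caps at 5 and 50 MPa had a Pearson correlation of 0.50, and 77.3% of genes had the same sign. Both comparisons use the same control libraries, and in the 30 simulations in which no gene changed the correlation lay between 0.42 and 0.48, with the same sign in at most 66.2% of genes. The simulated noise was independent for each gene, so deviations common to many genes of the shared controls stay open as a cause.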

Whilst some of the genes were consistently up- or down-regulated across the two hydrostatic pressures in both the hip cap and the metatarsal datasets, most of these significant genes were uniquely expressed by the hip cap datasets at 5 or 50 MPa (**Figure 3B**). 

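At 50 MPa, mt-Co2 had 490 ± 382 CPM (SD, n = 3) in hip caps against 78.1 ± 35.4 CPM (n = 3) in controls, a log2 fold change of 3.47 (standard error 0.55, adjusted p = 0.00798 from edgeR's quasi-likelihood test). With HC4 and H502 included the change was 2.28, and without HC3 it was 3.57, and it passed the threshold in neither case. Ifitm3, an interferon-induced gene, changed by 2.56 at 5 MPa (standard error 0.61, adjusted p = 0.121 from edgeR) and by 2.26 at 50 MPa (standard error 0.63, adjusted p = 0.0469), and its sign at 5 MPa reversed over all 24 libraries, at -0.06. Without HC2 or without replicate 4 at 5 MPa, Ifitm3 passed the threshold at 5 MPa as well, at 2.87 and 2.85. Lama2, which encodes a laminin chain, changed by -0.90 at 5 MPa (standard error 0.33, adjusted p = 0.211 from edgeR) and by -1.19 at 50 MPa (standard error 0.30, adjusted p = 0.0286). When HC4 and H502 were added Lama2 changed by 0.11 at 5 MPa and -0.59 at 50 MPa and passed at neither pressure, and at 50 MPa it did not pass without HC3, replicate 1 at 50 MPa, MC1 or M504, with log2 fold changes between -1.25 and -1.14. Gemin4 at 50 MPa changed by 4.09 (standard error 1.31, adjusted p = 0.0736 from edgeR), shares 90.5% of its 31-base words with other genes, and passed without HC1, at 9.98, and without HC2, at 3.56.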

Genes commonly modulated by hydrostatic pressure in these cultures with the greatest log_2_ fold changes are detailed in **Suppl. Table 4**. The genes uniquely expressed in response to hydrostatic pressure magnitudes include *Car2* (upregulated in 5 MPa versus control, 1.5-fold), *Mlip* (upregulated in 50 MPa vs control, 2.6-fold), *Tg* (downregulated in 5 MPa versus control, 2.2-fold) and *Ryr3* (downregulated in 50 MPa versus control, 2.6-fold) (**Table 2**).

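Car2, which encodes a carbonic anhydrase, had 2.83 ± 1.50 CPM (SD, n = 4) at 5 MPa and between 0.262 and 0.481 CPM (n = 3) in hip cap controls, a log2 fold change of 3.23 (standard error 0.83, adjusted p = 0.127 from edgeR's quasi-likelihood test). The groups did not overlap (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 3 allow). HC4 had 3.91 CPM, and over all 24 libraries the log2 fold change of Car2 was 0.40. Tg, the thyroglobulin gene, changed by -2.07 at 5 MPa (standard error 0.57, adjusted p = 0.131 from edgeR) and by -0.41 over all 24 libraries. Without HC2, Car2 and Tg passed the threshold at 3.25 and -2.25. Mlip had 2.58 ± 1.06 CPM (n = 3) at 50 MPa and 1.34 ± 0.927 CPM (n = 3) in controls, values that overlapped, with a log2 fold change of 2.44 (standard error 0.63, adjusted p = 0.0311 from edgeR). With all 24 libraries the change of Mlip was 2.99, and it passed the threshold neither there nor without HC3 (1.32) or replicate 3 at 50 MPa (2.55). Ryr3, a calcium release channel gene, changed by -2.17 at 50 MPa (standard error 0.78, adjusted p = 0.0968 from edgeR), and reversed to 1.75 over all 24 libraries, where H502 had 12.3 CPM against 0.104 to 0.483 CPM in the other hip caps at 50 MPa.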

**Table 2:** Top 10 genes with highest upregulation and greatest downregulation that are uniquely expressed in 5 MPa versus control and 50 MPa versus control in the hip cap RNAseq datasets.

	5 MPa vs Control			50 MPa vs Control		
	Gene Name	Log_2_ Fold Change	Adjusted *p* value	Gene Name	Log_2_ Fold Change	Adjusted *p* value
Top 10 genes with highest upregulation	*Abhd15*	3.22895414	0.000519	*Gm2451*	18.04382867	1.98582E-05
	*Car2*	1.466531813	0.008049	*H2ac23*	15.91830736	0.000179818
	*Gm45665*	1.436157039	0.00787	*Gm9973*	3.311225437	5.25837E-08
	*Olfr1380*	1.18544216	0.033261	*Gm48942*	3.201576037	3.37509E-06
	*Mpp5*	1.14918265	0.000377	*Gm29408*	3.061996469	4.83774E-06
	*Gm9962*	1.142757676	0.013066	*Mlip*	2.567534817	0.000385784
	*Fpr1*	1.061193105	0.016204	*Mmp12*	2.501682447	3.10048E-05
	*Atp5g2*	1.039789631	0.00418	*Abcd2*	2.312011543	0.001575342
	*Fam81a*	1.004756565	0.011008	*Ywhaq-ps3*	2.243694849	0.046074893
	*Alg8*	0.977342633	0.001856	*mt-Nd6*	2.195320542	0.001507966
Top 10 genes with highest downregulation	*Rps18-ps6*	-3.33818292	0.005493	*Gm44732*	-4.24186258	0.000124443
	*Gm23680*	-3.158700551	0.000322	*Gm16479*	-3.327634912	0.000538299
	*Gm9968*	-3.054024647	0.000146	*Ryr3*	-2.596299426	0.002870783
	*Gm24514*	-2.45810073	1.17E-06	*Gm3625*	-2.176518378	1.83627E-05
	*Tg*	-2.18679795	0.001011	*Pla2g2c*	-2.166700674	0.046074893
	*Gm25682*	-1.92383803	0.003421	*Gm8249*	-1.940743018	0.002267981
	*Gm42715*	-1.658526363	0.000376	*Serpina1a*	-1.854010245	0.014092563
	*Adgrb1*	-1.380005988	0.005428	*H2-M5*	-1.718905493	0.003710939
	*Gm26822*	-1.305512292	0.001159	*Gm15807*	-1.69503207	0.003989171
	*Rap1gap2*	-1.246295417	0.012053	*Serpina1d*	-1.649670074	0.000777013

### 3.3 GO BP enrichment analysis of differentially expressed genes

Using annotations for GO BP, the data revealed significantly enriched processes including regulation of cytokine production (GO:001819; 21 genes), Ras protein signal transduction (GO:007265; 20 genes) and ATP metabolic processes (GO0046034; 18 genes) with 5 MPa hydrostatic pressure application (**Table 3**; **Suppl. Data 2**). Conversely, process including cellular component disassembly (GO:0022411; 16 genes) and nuclear transport (GO0051169; 15 genes) were downregulated (**Table 3**; **Suppl. Data 2**). 

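In a preset list of 77 nuclear genes for subunits of the respiratory chain and ATP synthase, 60 were higher at 5 MPa in hip caps, with a median log2 fold change of 0.39 (adjusted p = 2.2e-07 from camera on the edgeR data). The number of these genes past the threshold was 0 over all genes and 10 when adjusted over the list alone. Of the 35 divisions of the libraries into groups of the same sizes, 11 gave as small a p-value from camera, and 1, the real one, as large a median. The list did not pass the threshold in limma's fry test or with an estimated correlation in camera. With HC4 and H502 included the median reversed to -0.14, with 26 of the 77 genes higher. The 13 protein genes encoded in the mitochondrial genome were all higher at 5 MPa, with log2 fold changes from 2.55 to 4.50 and a median of 3.74 (adjusted p = 3.2e-25 from camera on the edgeR data). Of these, 1 passed over all genes and 13 when adjusted over the list alone, and with all 24 libraries the 13 genes were again higher, with a median of 1.60. The 13 genes held 0.0176% to 0.310% of the counts in the 3 controls used, 0.644% in HC4 (95% Wilson confidence interval 0.641% to 0.648%) and 0.968% to 1.54% in the 4 hip caps at 5 MPa. The shares of controls and of hip caps at 5 MPa did not overlap (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 3 allow). All 5 MPa libraries were in run 2 and the 3 controls used in run 1, and HC4 was the 1 hip cap control in run 2, so groups could not be compared within a run. Leaving out HC3 gave a median of 2.36 and leaving out HC2 gave 5.48. The categories of cytokine production and Ras signal transduction were not analysed here. The 10 chemokine and cytokine genes taken from Figure 4A, a list that the study chose on these samples, were all higher at 5 MPa, with a median of 1.88. Of these, 0 passed over all genes and 5 when adjusted over the list alone. Over all 24 libraries their median reversed to -0.84, with 2 of the 10 higher.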

With injurious hydrostatic pressure (50 MPa), enriched pathways included generation of precursor metabolites and energy (GO:0006091; 39 genes), and cellular respiration (GO:0045333, 31 genes) (**Figure 4**; **Table 3**; **Suppl. Data 2**). 

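At 50 MPa, 53 of the 77 nuclear genes of the respiratory chain and ATP synthase were higher in hip caps, with a median log2 fold change of 0.25 (adjusted p = 0.00251 from camera on the edgeR data), and 5 of them passed the threshold over all genes. When adjusted over the list alone, 12 were higher and 2 lower. Of the 10 divisions of the libraries into groups of the same sizes, 7 gave as small a p-value from camera and 5 as large a median, the real one included. The list did not pass the threshold in limma's fry test or with an estimated correlation in camera. The median reversed to -0.28 over all 24 libraries, with 24 of the 77 genes higher, to -0.07 without HC3 and to -0.01 without replicate 4 at 50 MPa (H504). All 13 mitochondrially encoded genes were higher at 50 MPa, with a median of 3.94 and a range from 3.47 to 5.06 (adjusted p = 1.2e-15 from camera on the edgeR data), 6 of them past the threshold over all genes and 13 when adjusted over the list alone. When HC4 and H502 were added the 13 genes stayed higher, with a median of 2.28. Run 1 holds the 3 controls and the 3 libraries at 50 MPa. Library type still differed within it, as HC1 and HC2 were stranded and the libraries at 50 MPa unstranded. Compared there without batch terms, the median was 1.41 and all 13 genes were higher. Their share of the counts was 0.223%, 0.935% and 0.281% in the 3 libraries used at 50 MPa and 0.101% in H502 (95% Wilson confidence interval 0.0988% to 0.103%), and the shares of the 3 libraries overlapped those of the controls (exact permutation test, two-sided, p = 0.3, where 3 against 3 cannot go below 0.1). Leaving out HC3 gave a median of 1.89, and the fit of all 22 libraries without batch terms gave 1.40, with 12 of the 13 higher.

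**Figure D1:**
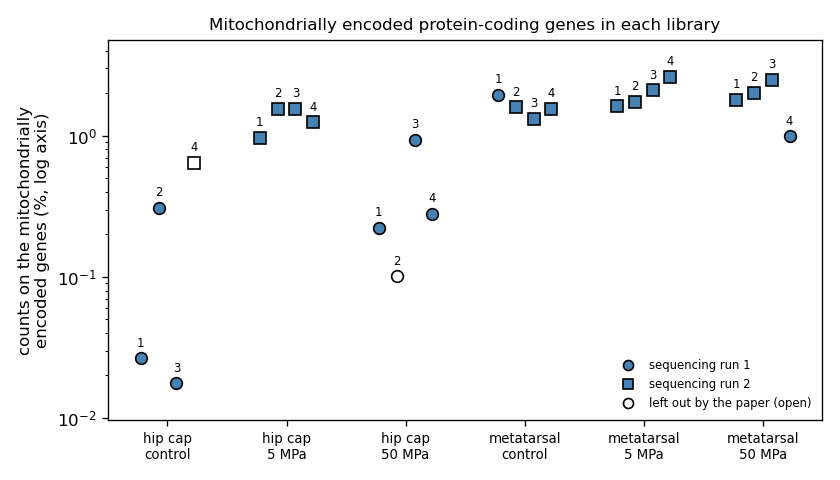
Share of the counts of each library on the 13 mitochondrially encoded protein genes, in percent, by group. Circles are libraries of run 1, squares libraries of run 2, open symbols the libraries left out by the paper, and numbers the replicates. The hip cap controls used by the paper lie at 0.310% or below, and the hip caps at 5 MPa lie at 0.968% or above.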

Other upregulated GO BP relevant to the known functions of chondrocytes included regulation of developmental growth (GO0048638; 33 genes), and regulation of cell size (GO0008361; 21 genes) (**Suppl. Data 2**). 

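All 25 genes of the preset list of cartilage matrix and chondrocyte identity were lower in hip caps at 50 MPa than in hip cap controls, with log2 fold changes from -1.59 to -0.16 and a median of -1.08 (adjusted p = 7.5e-09 from camera on the edgeR data). Of these, 2 passed the threshold over all genes and 10 when adjusted over the list alone. With all 24 libraries the median was -0.88, with 24 genes lower and 0 past the threshold. Leaving out HC3 moved the median most, to -1.52, and library sizes alone in place of TMM factors gave -0.80. At 5 MPa, 21 of the 25 were lower, with a median of -0.56 (adjusted p = 0.00142 from camera on the edgeR data) and 0 genes past the threshold, and over all 24 libraries all 25 were higher, with a median of 0.47. As small a p-value at 5 MPa arose in 16 of the 35 divisions of the libraries, and as large a median in 2, the real one included. The list did not pass at 5 MPa in limma's fry test, nor at either pressure with an estimated correlation in camera. The mean log2 CPM of the 25 genes was 9.01, 9.08 and 8.76 in the 3 libraries used at 50 MPa, 7.96 in H502, 9.57 to 9.87 in the 3 controls used and 7.29 in HC4. Of 7 osteoblast genes, 2 were higher and 5 lower at 50 MPa, with a median of -0.23 that did not stand apart from all other genes (adjusted p = 0.107 from camera on the edgeR data).

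**Figure D2:**
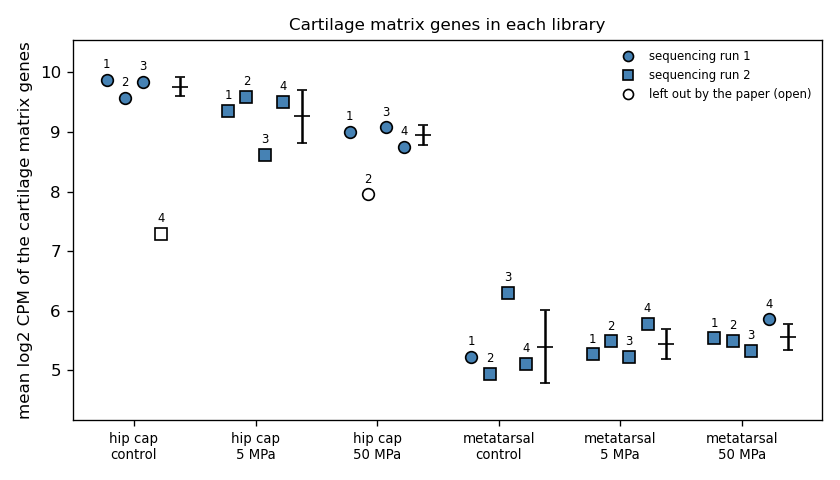
Mean log2 CPM of the 25 cartilage matrix genes in each library, by group, with the mean ± SD of the libraries used by the paper. Circles are libraries of run 1, squares libraries of run 2, open symbols the libraries left out by the paper, and numbers the replicates. The open symbols, at 7.29 and 7.96, lie below every hip cap that the paper used.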

Whereas those downregulated included ossification (GO:0001503; 25 genes), cartilage development (GO:0051216; 18 genes), connective tissue development (GO:0061448; 21 genes), and chondrocyte differentiation (GO:0002062; 17 genes) (**Table 3**; **Suppl. Data 2**). Further analysis of these enriched pathways in injurious hydrostatic pressure highlighted differential expression of several genes known to be involved in osteoarthritis, such as *Fgf2, Ep300, Ngf, Adam9, Igfbp3, Sox9, Comp, Col6a1, Col6a2* and *Col11a1*.

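All 10 of these genes could be tested, and the list is not independent evidence, since the study chose it on these samples. Sox9 changed by -1.23 (standard error 0.31, adjusted p = 0.0280 from edgeR's quasi-likelihood test), Comp by -1.35 (standard error 0.38, adjusted p = 0.0429) and Col6a2 by -1.07 (standard error 0.24, adjusted p = 0.0188), and these 3 passed the threshold over all genes. When adjusted over the list alone, 2 genes were higher and 4 lower. Sox9 had 351 ± 89.8 CPM (SD, n = 3) at 50 MPa and 788 ± 120 CPM (n = 3) in controls. Col6a1 changed by -0.63 and Col11a1 by -0.87, and Fgf2, Adam9 and Igfbp3 changed by 0.54, 0.79 and 1.57, with adjusted p-values between 0.0602 (Adam9) and 0.311 (Fgf2) from edgeR. Ep300 did not differ (-0.02, standard error 0.14). With HC4 and H502 included the genes named here kept these directions, and 0 passed the threshold. Without HC3 none of Sox9, Comp and Col6a2 passed, at -1.61, -1.76 and -1.51. Col6a1 passed without HC1 or HC2 (-0.54 and -0.69), and Adam9 passed without HC2 or H504 (0.81 and 0.95). Sox9 also lost its call without replicate 1 or 3 at 50 MPa, MC1 or M504, with changes between -1.19 and -1.10, and Comp without any of these or H504, with changes between -1.47 and -1.22.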

**Table 3:** Annotations for the Gene Ontology (GO) Biological Process (BP) for genes that are differentially expressed in 5 MPa versus control and 50 MPa versus control in the hip cap RNAseq datasets.

5 MPa vs Control				
	ID	Description	No. genes	Adjusted *p* value
Top 10 upregulated GOBP	GO:0001819	positive regulation of cytokine production	21	1.38E-06
	GO:0007265	Ras protein signal transduction	20	1.50E-06
	GO:0046034	ATP metabolic process	18	1.05E-08
	GO:0045333	cellular respiration	17	1.39E-10
	GO:0015980	energy derivation by oxidation of organic compounds	17	1.11E-07
	GO:0022904	respiratory electron transport chain	13	8.59E-11
	GO:0022900	electron transport chain	13	1.61E-10
	GO:0042773	ATP synthesis coupled electron transport	12	3.79E-11
	GO:0006119	oxidative phosphorylation	12	9.95E-09
	GO:0042775	mitochondrial ATP synthesis coupled electron transport	9	8.31E-08
Top 10 downregulated GOBP	GO:0022411	cellular component disassembly	16	3.92E-06
	GO:0006913	nucleocytoplasmic transport	15	1.31E-06
	GO:0051169	nuclear transport	15	1.31E-06
	GO:0033157	regulation of intracellular protein transport	11	3.94E-05
	GO:0051168	nuclear export	10	3.58E-06
	GO:0015931	nucleobase-containing compound transport	10	4.64E-05
	GO:0006611	protein export from nucleus	9	1.07E-05
	GO:0034453	microtubule anchoring	5	1.01E-05
	GO:0018023	peptidyl-lysine trimethylation	5	0.000157
	GO:0034454	microtubule anchoring at centrosome	3	0.000166
50 MPa vs Control				
	ID	Description	No. genes	Adjusted *p* value
Top 10 upregulated GOBP	GO:0006091	generation of precursor metabolites and energy	39	5.16E-09
	GO:0015980	energy derivation by oxidation of organic compounds	34	2.82E-11
	GO:0045333	cellular respiration	31	1.64E-14
	GO:0046034	ATP metabolic process	29	1.28E-08
	GO:0022904	respiratory electron transport chain	22	4.28E-14
	GO:0022900	electron transport chain	22	1.27E-13
	GO:0006119	oxidative phosphorylation	20	1.47E-10
	GO:0042773	ATP synthesis coupled electron transport	19	1.49E-13
	GO:0042775	mitochondrial ATP synthesis coupled electron transport	16	7.34E-11
	GO:0009060	aerobic respiration	14	2.61E-07
Top 10 downregulated GOBP	GO:0001503	ossification	25	5.11E-05
	GO:0032386	regulation of intracellular transport	23	6.10E-05
	GO:0061448	connective tissue development	21	3.88E-05
	GO:0006913	nucleocytoplasmic transport	21	4.75E-05
	GO:0051169	nuclear transport	21	4.75E-05
	GO:0048193	Golgi vesicle transport	20	3.78E-05
	GO:0051216	cartilage development	18	2.02E-05
	GO:0002062	chondrocyte differentiation	17	2.76E-08
	GO:0051168	nuclear export	13	8.25E-05
	GO:1903909	regulation of receptor clustering	5	9.33E-05

**Figure 4:**
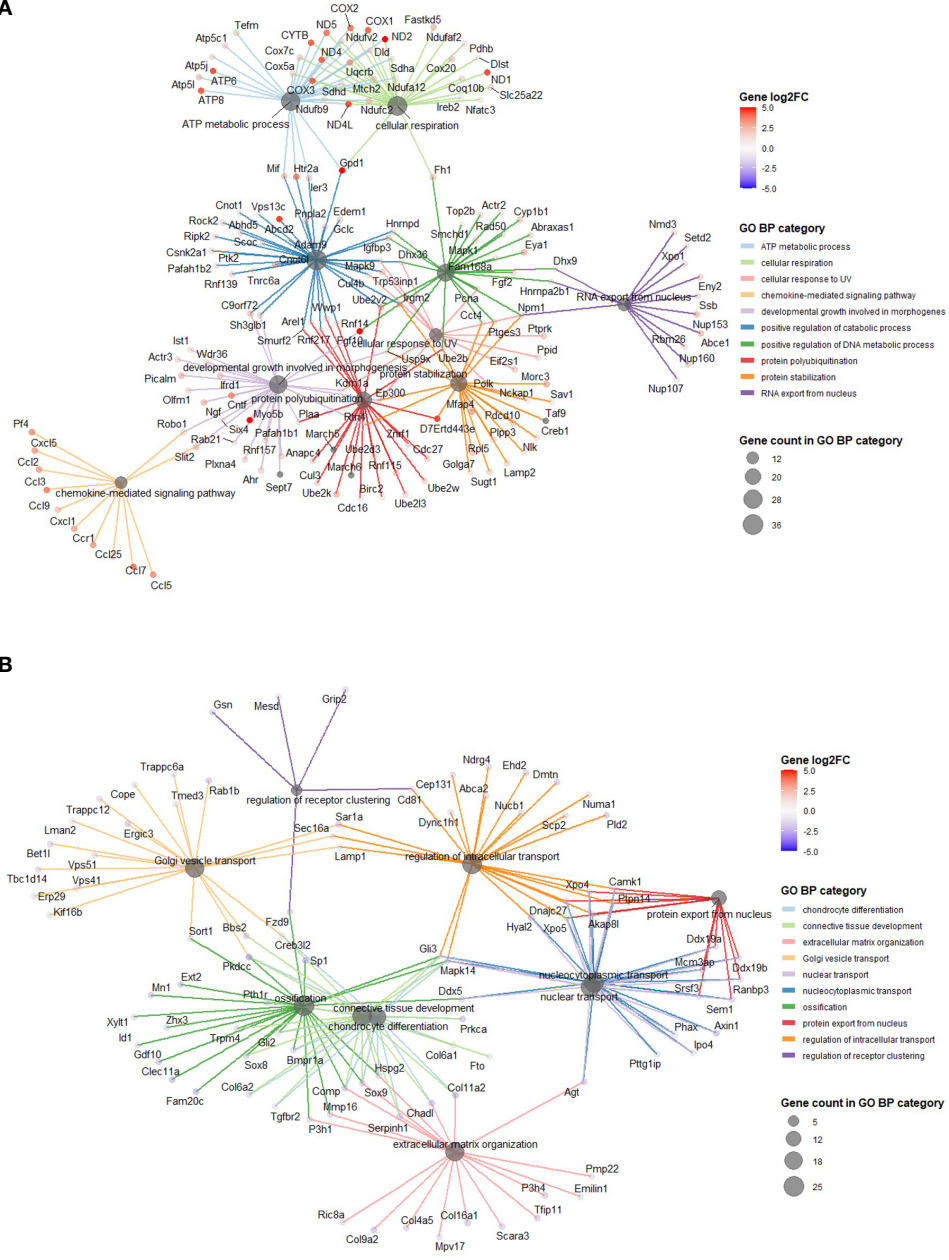
GO BP categories in 50 MPa versus control hip cap datasets. **(A)** Pathways enriched in the genes significantly up in the 50 MPa versus control comparisons. **(B)** Pathways enriched in the genes significantly down in the 50 MPa versus control comparisons.

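The 35 cartilage and connective tissue genes that Figure 4B names had a median log2 fold change of -0.82 at 50 MPa, and 32 of them were lower, 18 past the threshold over all genes and 28 when adjusted over the list alone. All 10 chemokine and cytokine genes taken from Figure 4A were higher, with a median of 2.81, 6 of them past the threshold over all genes and 10 when adjusted over the list alone. Both lists were chosen by the study on these samples, so they are not independent evidence. When HC4 and H502 were added the medians were -0.77 and 0.86, with 33 of 35 lower and 10 of 10 higher.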

### 3.4 Differential expression of previously identified osteoarthritis risk genes

Recent genome-wide association studies of osteoarthritis have identified a number of osteoarthritis risk genes (43, 44). We therefore sought to compare whether these genes were differentially expressed in response to hydrostatic pressure in our datasets (**Table 4**). 

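Wscd2 (ENSMUSG00000063430) had 71.5 ± 26.9 CPM (SD, n = 4) in hip caps at 5 MPa and 114 ± 14.4 CPM (n = 3) in controls. The log2 fold change was -1.37 (standard error 0.38, adjusted p = 0.134 from edgeR's quasi-likelihood test), and the values of the groups did not overlap (exact permutation test, two-sided, p = 0.114). HC4 had 13.6 CPM, and over all 24 libraries the change was -0.01. Without HC2 it passed the threshold, at -1.44. At 50 MPa it changed by -1.04 (standard error 0.33, adjusted p = 0.0677 from edgeR), with 64.3 ± 12.4 CPM (n = 3), and it passed without H504, at -1.20.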

Only one of these genes was differentially expressed in our 5 MPa versus control datasets (*Wscd2*, 0.6-fold downregulation; data not shown). However, with injurious (50 MPa) hydrostatic pressure application, there were 12 genes differentially expressed (**Table 4**). These included cathepsin K (*Ctsk*, 0.9-fold upregulation), and chondroadherin-like (*Chadl*, 0.9-fold downregulation) (**Table 4**; **Suppl. Figure 4**).

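The 12 genes of Table 4 all changed in the paper's direction over the 22 libraries, and 7 of them passed the threshold over all genes, among them Il11 and Sbno1, which were higher, and Chadl, Apoe, Mn1 and Pfkm, which were lower. When adjusted over the list alone, 11 passed, but the study chose the list on these samples, so this is not independent evidence. With all 24 libraries 11 of the 12 kept the paper's direction, 0 passed over all genes and 6 passed when adjusted over the list alone. Il11 had 6.10 ± 3.23 CPM (SD, n = 3) at 50 MPa and 1.35 ± 0.418 CPM (n = 3) in controls, a log2 fold change of 2.72 (standard error 0.73, adjusted p = 0.0362 from edgeR's quasi-likelihood test). Aldh1a2 had at most 1 count in any control used and was at least 3.01-fold higher (adjusted p = 0.0576 from edgeR). Apoe changed by -1.24 (standard error 0.26, adjusted p = 0.0151 from edgeR), and Fto, which changed least, by -0.16 (standard error 0.13, adjusted p = 0.494). The count of genes past the threshold ran from 0 without HC3 to 10 without HC2. It was 11 with DESeq2 and 0 over run 1 alone and after the trend with GC content was removed. Without replicate 3 at 50 MPa, Il11 (2.10), Sbno1 (0.58), Mn1 (-0.99) and Pfkm (-0.67) lost their calls. Without MC1, Il11 (2.41), Sbno1 (0.53) and Pfkm (-0.65) did, and the same 3 did without M504. Pfkm, with an adjusted p of 0.0500 from edgeR, also lost its call without replicate 1 at 50 MPa (-0.74), and Sbno1 without H504 (0.46).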

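Ctsk (ENSMUSG00000028111) had 159 ± 58.5 CPM (SD, n = 3) at 50 MPa and 53.2 ± 27.3 CPM (n = 3) in controls, a log2 fold change of 1.54 (standard error 0.50, adjusted p = 0.0776 from edgeR's quasi-likelihood test). With HC4 and H502 included it reversed, at -0.08. The adjusted p of Ctsk ran from 0.0113 to 0.969 over the alternatives, and it passed the threshold with DESeq2, without batch terms and without HC2 (1.75). Chadl (ENSMUSG00000063765) had 117 ± 21.9 CPM (n = 3) at 50 MPa and 234 ± 96.6 CPM (n = 3) in controls, a log2 fold change of -1.57 (standard error 0.34, adjusted p = 0.0183 from edgeR). It was -1.36 over all 24 libraries and -1.01 without batch terms, past the threshold in neither, and it did not pass without HC3 (-1.65). The values of the 3 libraries at 50 MPa and the 3 controls did not overlap in either gene (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow).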

**Table 4:** Differential expression of osteoarthritis risk genes identified in recent genome-wide association studies in response to injurious hydrostatic pressure (50 MPa) versus control in our hip cap datasets.

	Gene Name	Log_2_ Fold Change	Adjusted *p* value
Upregulated genes	*Ctsk*	0.852667719	0.016121811
	*Il11*	0.750247415	0.036698304
	*Sbno1*	0.740095825	0.005159578
	*Aldh1a2*	0.648544373	0.037375403
Downregulated genes	*Chadl*	-0.904205798	0.009053645
	*Apoe*	-0.899057162	0.001558965
	*Mn1*	-0.790048116	0.020283481
	*Pfkm*	-0.736351338	0.017447093
	*Megf8*	-0.647300732	0.001249084
	*Fto*	-0.492563212	0.035580843
	*Vgll4*	-0.490894811	0.049748082
	*Smg6*	-0.47338466	0.043509481

## 4 Discussion

In this study we conducted RNAseq analysis of two different *ex vivo* cartilage explants (metatarsal and hip cap), to examine the effects of two magnitudes of hydrostatic pressure on gene expression. We observed clear differences between the cartilage types, including the upregulation of key genes such as *Frzb* and *Col10a1* in the hip cap explants. Extensive changes in gene expression were observed with hydrostatic pressure in the hip cap cartilage groups, however this was to a weaker extent in the metatarsal explants. Within the hip cap data set, enriched GO BP in the genes that were significantly downregulated in response to injurious hydrostatic pressure (50 MPa) versus control, included those involved in cartilage, bone and connective tissue development. Interestingly, these pathways were also increased when comparing the hip cap to the metatarsal data, suggesting that injurious hydrostatic pressure may promote a more transient-like phenotype in the hip cap cultures. This is further supported by our observed enrichment of the GO BPs for developmental growth and cell size in hip caps exposed to 50 MPa hydrostatic pressure. Indeed, it is well established that in osteoarthritis, the inherently stable articular cartilage undergoes changes that reflect a more developmental cartilage phenotype, such as that in the growth plate (3, 7). Therefore, lessons can be learnt from a better understanding of these two phenotypes, and their similarities and differences in our pursuit of maintaining articular cartilage health in ageing. This is of particular importance given the lack of regenerative capability of the articular cartilage, thus meaning therapies for osteoarthritis remain limited (4, 7).

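Across all tested genes, the log2 fold changes of hip cap against metatarsal controls and of 50 MPa against control in hip caps had a Pearson correlation of -0.40. These comparisons share the hip cap controls, and in the 30 simulations in which no gene changed at 50 MPa the correlation lay between -0.26 and -0.20. The simulated noise was independent for each gene, so deviations common to many genes of the shared controls stay open as a cause. The 25 cartilage matrix genes, which were all higher in hip cap than in metatarsal controls, were all lower at 50 MPa in hip caps over the 22 libraries, and 24 of them were over all 24 libraries. From the overlap of the categories that fell at 50 MPa with those that were higher in hip caps than in metatarsals, the paper proposes that injurious pressure may promote a more transient-like phenotype in hip caps.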

Articular cartilage covers the ends of the bones in synovial joints, and the chondrocytes within maintain a stable phenotype to ensure joint health and longevity. This is in contrast to the growth plate cartilage, which is more transient in nature, with chondrocytes undergoing differentiation processes which drive endochondral ossification and longitudinal bone growth (3). The chondrocytes of these two cartilaginous structures express different programs, further defined by our RNAseq analysis in hip cap (articular) and metatarsal (growth plate) cartilage. Amongst the most differentially expressed genes in our studies were *Frzb*, and *Col10a1* (both upregulated) and *Igfbp2*, and *Fgf10* (both downregulated). *Col10a1* is a key determinant of chondrocyte hypertrophy, with mutant or abnormal human *Col10a1* expression associated with abnormalities in this process (45–47). The increase in *Col10a1* in our hip cap explants therefore suggests a greater degree of hypertrophy than in our metatarsal explants. Abnormal *Col10a1* expression is a well-established feature in osteoarthritis (48–50). Similarly, two SNPs in *Frzb*, an antagonist of the canonical WNT pathway, have been associated with osteoarthritis (51–53). Further, in pre-clinical models, osteoarthritis severity scores are significantly higher in the joints with deletion of *Frzb* compared to littermates (54). Together, our data are consistent with previous studies considering the different phenotypes of these cells, thus suggesting diverging phenotypes of these cell populations (55–57).

The high-water content of cartilage (approx. 70-80% water per wet mass) is maintained by an abundance of proteoglycans in the matrix. Chondrocytes in both the growth plate and the articular cartilage are subjected to a number of mechanical forces, including compressive and shear stresses, during loading (9, 13). These mechanical signals then modulate biochemical activity and changes in chondrocyte behavior (22). The majority of research to date has focused on understanding compressive forces on the health of the articular cartilage, however most of this force transforms to hydrostatic pressure due to the interstitial fluid content of joints (14, 58). As such, it can be assumed that hydrostatic pressure is the more prevalent stress to which chondrocytes are exposed. Chondrocytes demonstrate an improved cartilaginous physiology when exposed to hydrostatic pressure, as indicated by their increased ECM production (13). This therefore suggests that understanding the complexities of hydrostatic pressure could be a potential avenue for tissue regeneration in osteoarthritis.

Despite the application of hydrostatic pressure being experimentally controllable, studies have varied in their magnitude, style and duration of hydrostatic pressure application. Our previous meta-analysis informed these factors in the experimental set up for our RNAseq study herein (33). In articular cartilage during normal movement, typical hydrostatic pressure loading of 0.5–10 MPa have been measured (13, 59). Our meta-analysis in 3D cultured chondrocytes confirmed that, based on aggrecan gene expression data, 4–5 MPa can significantly enhance proteoglycan production (33). Conversely, our meta-analysis detailed that the hydrostatic pressure magnitude of 50 MPa had a negative effect on proteoglycans (33). As such, we deemed the magnitudes of physiological (5 MPa) and injurious (50 MPa) hydrostatic pressure to be applicable in our pursuit of understanding gene changes in our explants.

In an RNAseq study performed on monolayer cultures, Zhu et al. used human articular chondrocytes to compare hydrostatic pressure (0.1 MPa) and perfusion methods on the chondrocyte phenotype, with the aim of understanding methods for reducing chondrocyte dedifferentiation in culture (60). Their RNAseq analysis revealed upregulation of well-known chondrocyte genes with hydrostatic pressure and conclude that a low hydrostatic pressure can be beneficial to chondrocytes (60). Further, a previous microarray study examined the effects of continuous hydrostatic pressure (25 MPa) on the chondrogenic ATDC5 cell line, again cultured in monolayer (21). Similarities can be observed between the genes they observe to be modulated by hydrostatic pressure and ours described herein, including differential expression of apoptosis-related and cartilage matrix genes (21). However, Montagne et al. applied a continuous hydrostatic pressure for 24 hours, which is in comparison to our study whereby we applied a single load for 1 hour and is akin to a single injurious event. Further, our examination of two different magnitudes of hydrostatic pressure and in physiologically-relevant cartilage explants adds further strength to our study. In addition, several genes known to play a key role in progression of osteoarthritis (e.g., *Fgf2, Ep300, Ngf, Adam9, Igfbp3, Sox9, Comp, Col6a1, Col6a2* and *Col11a1*) were modulated in our injurious hydrostatic pressure hip cap datasets, thereby validating this approach.

Overall, our results seem to indicate osteoarthritic-like effects of injurious hydrostatic pressure on our hip cap cartilage explants. Among the modulated genes identified in our study, several genes which have been identified as osteoarthritis risk genes from recent GWAS studies were differentially expressed, however verification of these by *in situ* hybridization or RT-qPCR would be beneficial (43, 44). There was only one gene (*Wscd2*, WSC Domain-Containing Protein 2) modulated in the 5 MPa versus control dataset, with the majority being in the 50 MPa comparison. Interestingly, *Wscd2* has previously been identified as an osteocyte transcriptome signature gene and downregulated in murine bone with ageing, although its role in cartilage has, to our knowledge, not yet fully been defined (61, 62).

Of these risk genes modulated by 50 MPa hydrostatic pressure, the gene that underwent the highest fold upregulation was cathepsin K (*Ctsk*), a protein expressed by osteoclasts used for collagen degradation (63). This finding is consistent with the previous microarray study by Montague et al. in which *Ctsk* was found to be strongly induced following the exposure of hydrostatic pressure for 4 hours (21). Indeed, *Ctsk* has been shown to be overexpressed in the articular cartilage and subchondral bone in osteoarthritis (64, 65). 

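Per library, Ctsk had 205, 93.3 and 179 CPM in the 3 hip caps used at 50 MPa and 29.2 CPM in H502. Among the controls it had 27.8 CPM in HC1, 82.1 in HC2, 49.9 in HC3 and 580 in HC4. Of the 4 risk genes that were higher at 50 MPa, Il11 and Aldh1a2 had a larger fitted log2 fold change than Ctsk, that of Aldh1a2 resting on at most 1 count per control, and Sbno1 had a smaller one (0.60). The 6 other osteoclast genes that could be tested were all higher at 50 MPa, with a median log2 fold change of 1.45 and 0 past the threshold over all genes, and HC4 had the highest mean log2 CPM of the osteoclast list, at 6.68 against 3.22 to 5.69 in the hip caps used.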

Further, *Ctsk* deletion in a murine surgical osteoarthritis model (destabilization of the medial meniscus) protected against disease progression (66), as did pharmacological treatment with a cathepsin K inhibitor (SB-553484) in a canine model (67). Pre-clinical findings have been translated to clinical trials with the selective cathepsin K inhibitor MIV-711 reducing bone and cartilage disease progression in individuals with symptomatic, radiographic knee osteoarthritis (68).

*Chadl*, which encodes for chondroadherin-like protein, plays a role in collagen binding and in the negative regulation of chondrocyte (69). In our studies, its expression underwent the highest fold downregulation with 50 MPa hydrostatic pressure. This is consistent with a previous RNAseq study which examined the subchondral bone of patients who underwent total joint replacement due to osteoarthritis (70). 

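Chadl had 223 CPM in HC1, 143 in HC2, 336 in HC3 and 47.0 in HC4, and 130, 129 and 91.6 CPM in the 3 hip caps used at 50 MPa and 55.0 in H502. Its log2 fold change was the lowest of the 12 risk genes over the 22 libraries and over all 24.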

In this study both *Chadl* and *Il11*, also identified in our studies, were identified as the most consistently differentially expressed genes and thus have the potential to be targeted for clinical therapies.

Whilst several ion channels known to be involved in chondrocyte mechanotransduction (e.g., *Piezo1*, *Trpv4*, *Trpv5*) (9) were unchanged in our datasets, upregulation of *Piezo2* and downregulation of *Trpm4* was observed in hip caps exposed to both magnitudes of hydrostatic pressure (**Suppl. Data 1**). 

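At 5 and 50 MPa, Piezo2 changed by 1.03 (standard error 0.38, adjusted p = 0.210 from edgeR's quasi-likelihood test) and 0.91 (standard error 0.36, adjusted p = 0.134), and Trpm4 by -0.33 (standard error 0.22, adjusted p = 0.473) and -0.26 (standard error 0.20, adjusted p = 0.454). Piezo2 had 9.62 ± 2.91 CPM (SD, n = 3) in hip cap controls, 22.3 ± 9.96 CPM (n = 4) at 5 MPa and 18.3 ± 6.04 CPM (n = 3) at 50 MPa. When HC4 and H502 were added the change of Piezo2 was -0.08 at 5 MPa and 0.64 at 50 MPa, and that of Trpm4 was 0.34 and 0.03, so at 5 MPa both reversed. Piezo2 passed the threshold at both pressures in the fit without batch terms. Piezo1 changed by -0.27 and -0.45, and Trpv4 by -0.88 and -0.99, and neither passed at either pressure. Trpv4 reversed at 5 MPa over all 24 libraries, at 0.26. Trpv5 had 0 counts in all hip caps used. No gene of the channels named by the paper passed over all genes, and 1 was higher and 1 lower at 5 MPa when adjusted over the list alone.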

Interestingly, reliable detection of *Piezo2* transcripts in primary murine chondrocytes appears to be conflicting in the literature (71, 72). *Trpm4* has been identified in cartilage samples from osteoarthritic patients (73), however its role in cartilage mechanotransduction is unclear. 

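Trpm5 had 1.94 ± 0.489 CPM (SD, n = 4) in hip caps at 5 MPa and 4.16 ± 0.501 CPM (n = 3) in controls, a log2 fold change of -1.31 (standard error 0.26, adjusted p = 0.0677 from edgeR's quasi-likelihood test). At 50 MPa it changed by -0.53 (standard error 0.25, adjusted p = 0.197 from edgeR). In the fit of all 24 libraries the changes of Trpm5 were 0.00079 at 5 MPa and 1.38 at 50 MPa, and it passed the threshold at 5 MPa without HC2 (-1.35) and without replicate 4 at 5 MPa (-1.34). P2rx7 changed by -0.46 (standard error 0.31, adjusted p = 0.482 from edgeR) at 5 MPa and by -0.37 (standard error 0.27, adjusted p = 0.430) at 50 MPa, with 17.7 ± 1.63 CPM (n = 4) and 16.2 ± 5.35 CPM (n = 3) against 19.0 ± 2.18 CPM (n = 3) in controls, and it kept its direction over all 24 libraries. Whether the effects of the pressures on these channels differ was not tested.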

Downregulation of *Trpm5* and *P2rx7* was only observed in hip caps exposed to 5 MPa compared to control (**Suppl. Data 1**). This suggests that whilst our *ex vivo* models are sensitive to some changes in ion channel expression with hydrostatic pressure, other mechanisms may exist.

Our study is unique in using two different cartilage explants, both of which offer a physiological model system. We have also applied hydrostatic pressure at magnitudes based on findings from our previous meta-analysis to ensure these are representative of both physiological and injurious load (33). However, we do recognize the limitation in our sample size presented herein. Therefore, the biological interpretation of our findings should be considered appropriately, with the need for a more detailed consideration of the differences observed. For example, it would be pertinent to use a temporal approach to the application of hydrostatic pressure as in this study we applied a single load for 1 hour and is akin to a single injurious event, rather than the continual degradation seen in osteoarthritis. It would also be of further interest to utilize cartilage from an osteoarthritis model (e.g., STR/ort mouse), or ultimately from human samples, to both validate our results here, and also examine the effects of hydrostatic pressure on gene expression in disease pathology. Despite these limitations, the current study was able to statistically differentiate the effects of hydrostatic pressure on chondrocytes.

In conclusion, we identified distinct differential gene expression signatures in hip cap and metatarsal cartilage explants, indicative of the divergent phenotypes of their residing chondrocytes. Our RNAseq studies examining the cartilage response to hydrostatic pressure provided evidence for injurious hydrostatic pressure to be associated with decreases in processes including cartilage development and chondrocyte differentiation. Together this informs on the potential benefits of hydrostatic pressure in cartilage tissue engineering strategies, which need to carefully consider the magnitude of application and the effects on gene expression. Further, we identified the differential expression of a number of genes that have previously been identified as osteoarthritis risk genes, including *Ctsk* and *Chadl*, further highlighting their potential as therapeutic targets. These data will therefore contribute to a better understanding of the role of hydrostatic pressure and the chondrocyte phenotype in health and osteoarthritis.

## Data availability statement

The RNA sequencing data are available from NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo) under accession number GSE234112.

## Ethics statement

The animal study was approved by University of Brighton institutional review board. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

LB: Formal analysis, Writing – original draft, Writing – review & editing, Data curation, Investigation, Methodology. AH: Data curation, Formal analysis, Investigation, Methodology, Writing – review & editing. AS: Data curation, Formal analysis, Writing – original draft, Writing – review & editing. GB: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Writing – review & editing. PB: Conceptualization, Funding acquisition, Investigation, Methodology, Resources, Writing – review & editing. KS: Conceptualization, Formal analysis, Funding acquisition, Investigation, Methodology, Project administration, Resources, Supervision, Writing – original draft, Writing – review & editing.

# Supplementary material for: The effects of physiological and injurious hydrostatic pressure on murine ex vivo articular and growth plate cartilage explants: an RNAseq study
**Source:** Front Endocrinol (Lausanne). 2023 Dec 7;14:1278596. doi: 10.3389/fendo.2023.1278596
**Supplement:** Supplementary file 2

**Suppl. Figure 1: Schematic of hydrostatic pressure application.** Samples were placed into a 5 ml capped plastic syringe (f), air bubbles removed, and placed into the chamber (e) of the steel pressure vessel (d). Following sealing the chamber with a screwed brass cap, the manual pump (a) was used to increase pressure. Following an initial period of degassing (valve c) pressure was raised within 30 secs to the required level as read from the spring dial gauge (b) and held for the required time with no pressure loss in the system. Pressure was released via the pressure release valve (c) and samples removed for subsequent incubation and analysis.

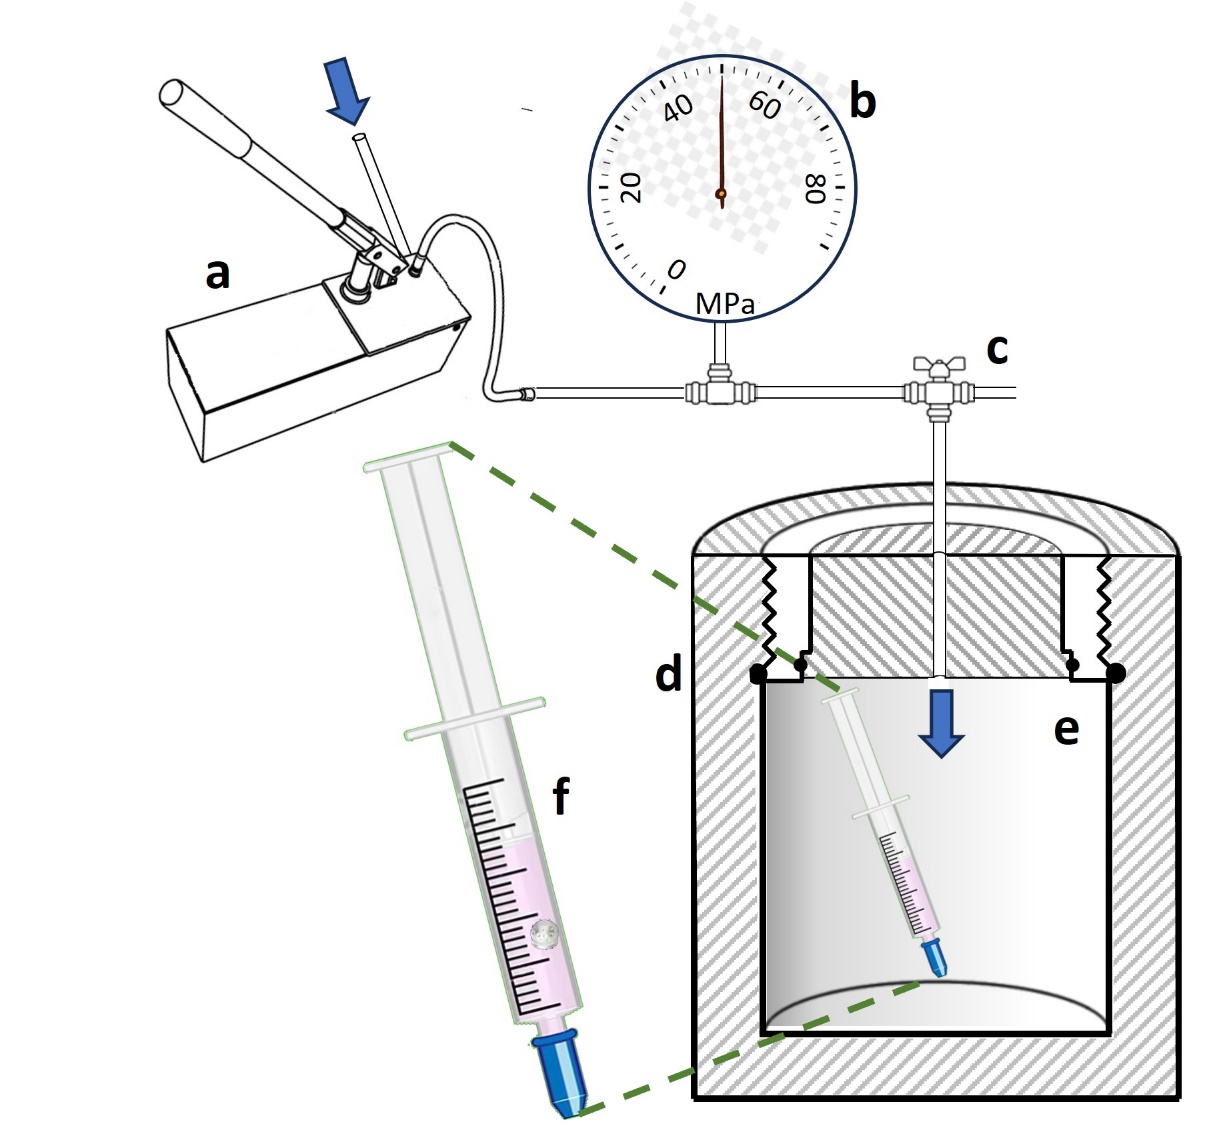

**Suppl. Figure 2: Unsupervised clustering of metatarsal samples based on their DESeq2 normalised gene-level counts**. **(A)** Heat map of inter-sample Euclidean distances, where darker blue colours indicate closer similarity. **(B)** Principal components analysis. Samples are labelled as M (metatarsal) followed by C (control – 0 MPa), 5 (5 MPa) or 50 (50 MPa) and replicate number (1-4).

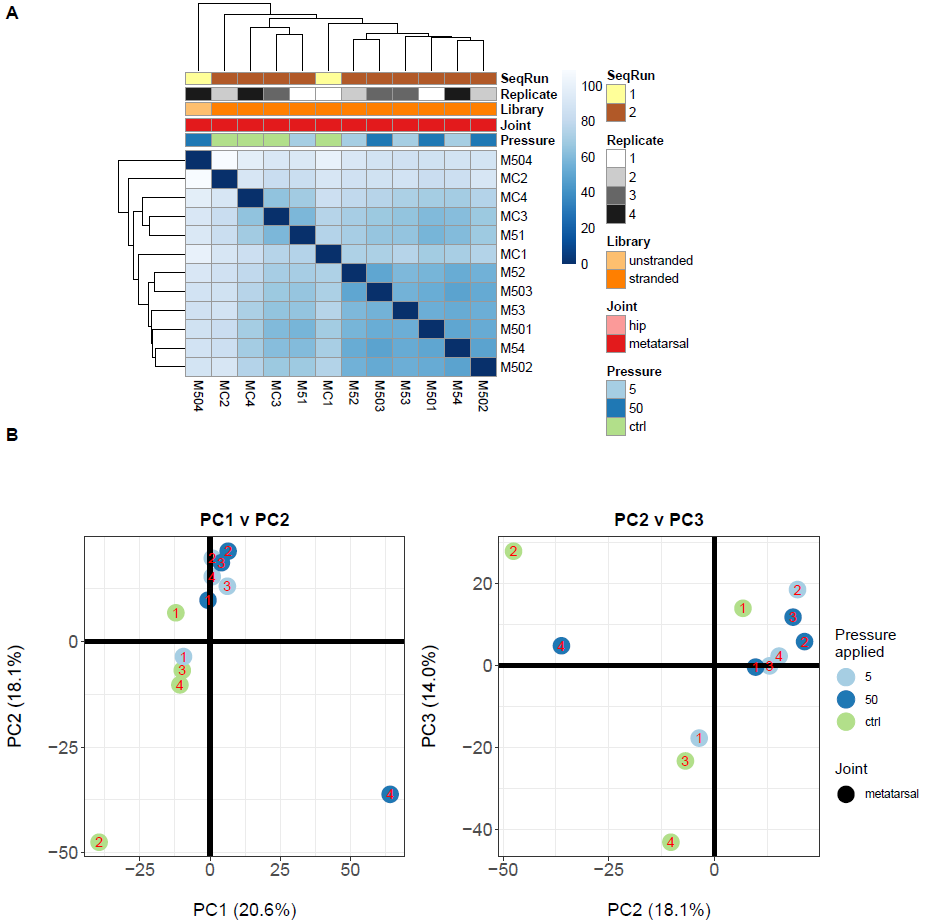

**Suppl. Figure 3: Unsupervised clustering of hip cap samples based on their DESeq2 normalised gene-level counts**. **(A)** Heat map of inter-sample Euclidean distances, where darker blue colours indicate closer similarity. **(B)** Principal components analysis. Samples are labelled as H (hip capl) followed by C (control – 0 MPa), 5 (5 MPa) or 50 (50 MPa) and replicate number (1-4).

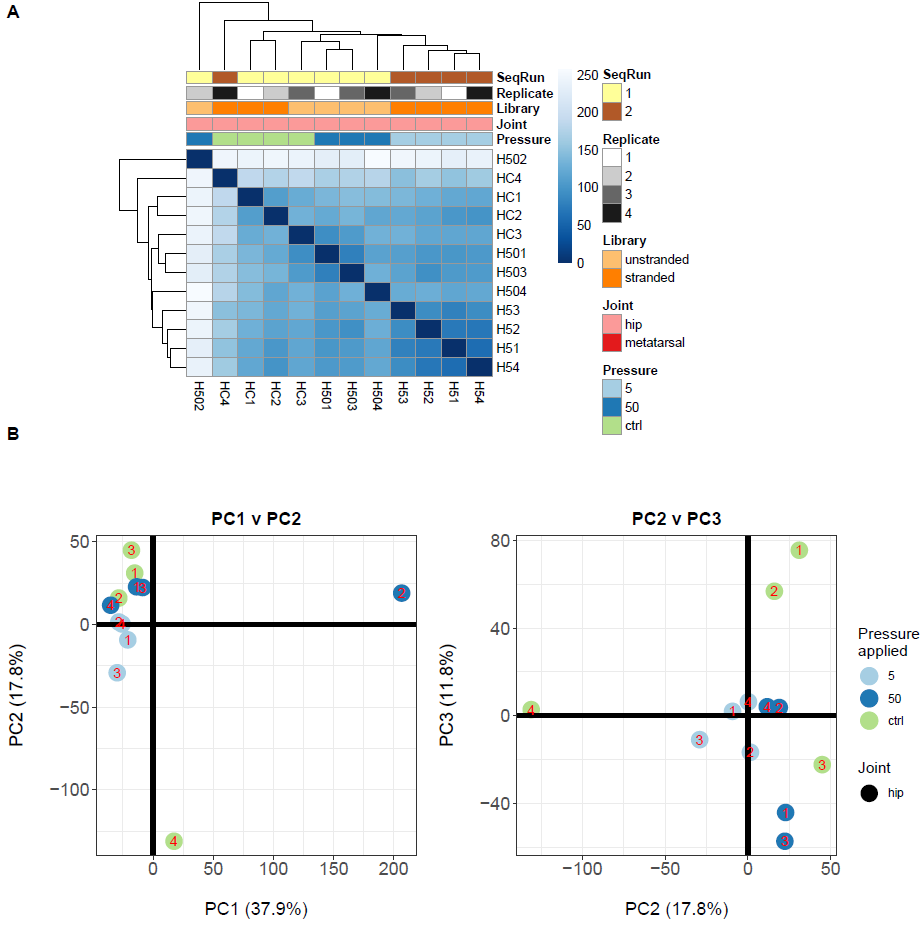

**Suppl. Figure 4:** Heat map of z-scores for genes which were differentially regulated with hydrostatic pressure in hip cap cultures and had been previously identified in recent genome-wide association studies of osteoarthritis.

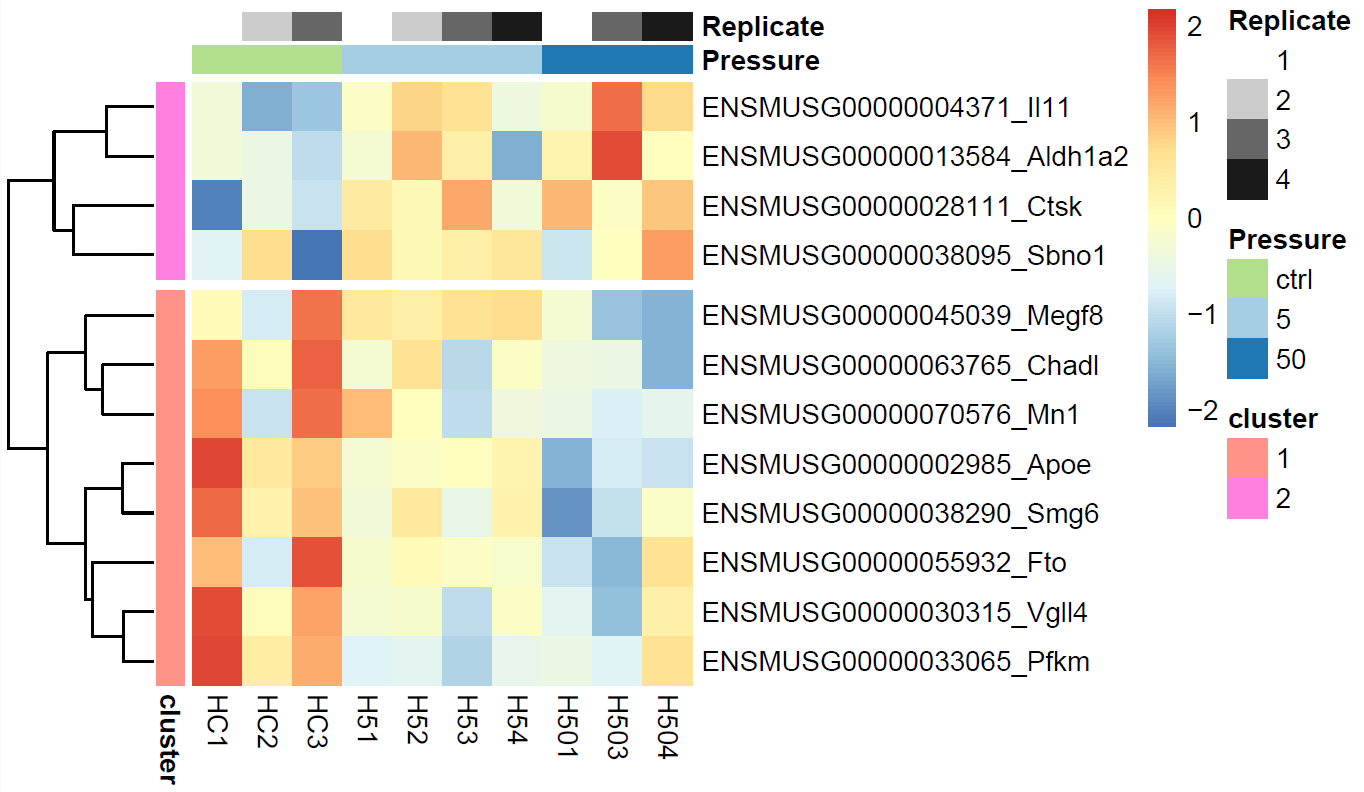

**Suppl. Table 1:** Annotations for the Gene Ontology (GO) Biological Process (BP) for hip cap versus metatarsal RNAseq datasets.

|  | **ID** | **Description** | **No. genes** | **Adjusted *p* value** |
| --- | --- | --- | --- | --- |
| Top 10 upregulated GOBP | GO:0001503 | ossification | 124 | 4.42E-36 |
|  | GO:0061448 | connective tissue development | 98 | 5.27E-33 |
|  | GO:0009100 | glycoprotein metabolic process | 96 | 1.64E-25 |
|  | GO:0030198 | extracellular matrix organization | 84 | 2.22E-21 |
|  | GO:0043062 | extracellular structure organization | 84 | 2.76E-21 |
|  | GO:0051216 | cartilage development | 83 | 3.41E-34 |
|  | GO:0060348 | bone development | 81 | 2.78E-26 |
|  | GO:0034976 | response to endoplasmic reticulum stress | 79 | 4.03E-25 |
|  | GO:0110148 | biomineralization | 62 | 8.70E-22 |
|  | GO:0002062 | chondrocyte differentiation | 55 | 1.04E-27 |
| Top 10 downregulated GOBP | GO:0050808 | synapse organization | 142 | 7.12E-34 |
|  | GO:0060537 | muscle tissue development | 140 | 6.80E-33 |
|  | GO:0042692 | muscle cell differentiation | 127 | 7.56E-30 |
|  | GO:0007409 | axonogenesis | 126 | 3.68E-25 |
|  | GO:0003012 | muscle system process | 117 | 8.83E-26 |
|  | GO:0034329 | cell junction assembly | 114 | 5.70E-23 |
|  | GO:0001655 | urogenital system development | 105 | 5.92E-23 |
|  | GO:0051146 | striated muscle cell differentiation | 97 | 5.06E-24 |
|  | GO:0050803 | regulation of synapse structure or activity | 86 | 3.29E-24 |
|  | GO:0050807 | regulation of synapse organization | 84 | 6.96E-24 |

**Suppl. Table 2:** Top 3 genes with highest upregulation and top 10 genes with highest downregulation, commonly expressed in 5 MPa vs control and 50 MPa versus control metatarsal RNAseq datasets.

|  | **5 MPa vs Control** | | | **50 MPa vs Control** | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **Gene Name** | **Log_2_ Fold Change** | **Adjusted *p* value** | **Gene Name** | **Log_2_ Fold Change** | **Adjusted *p* value** |
| Top 3 genes with highest upregulation | *Rpl9-ps4* | 29.07961 | 4.16E-11 | *Rpl9-ps4* | 28.81057567 | 3.16E-10 |
|  | *U6* | 28.21535 | 4.16E-11 | *Rps6-ps4* | 28.81057567 | 3.16E-10 |
|  | *Septin2* | 0.578819 | 8.89E-05 | *U6* | 23.33735693 | 5.77E-07 |
| Top 10 genes with highest downregulation | *Gm12671* | -27.3679 | 4.45E-05 | *Gm28661* | -28.7223197 | 9.22E-09 |
|  | *Gm10359* | -27.3679 | 4.45E-05 | *Gm28437* | -28.62386963 | 1.76E-12 |
|  | *Rpl10a-ps1* | -26.88 | 7.02E-05 | *Gm28439* | -28.22142394 | 3.49E-05 |
|  | *Gm10052* | -26.5386 | 8.89E-05 | *Gm12671* | -27.4399153 | 6.68E-05 |
|  | *Rps6-ps4* | -26.2024 | 1.90E-08 | *Gm10359* | -27.4399153 | 6.68E-05 |
|  | *Rpl21-ps15* | -25.1948 | 0.00028 | *Rpl21-ps15* | -26.73154565 | 0.00013 |
|  | *Gm10222* | -25.0437 | 0.0003 | *Rpl10a-ps1* | -25.67384565 | 0.00031 |
|  | *Rps12-ps3* | -24.1107 | 0.00013 | *Rps12-ps3* | -23.1337769 | 0.00045 |
|  | *Endou* | -2.16479 | 0.01453 | *Gm10052* | -22.64342445 | 0.00173 |
|  | *Gsg1l* | -0.56493 | 0.00055 | *Gm10222* | -19.88815427 | 0.00427 |

**Suppl. Table 3:** Top 2 genes with highest upregulation and greatest downregulation that are uniquely expressed in 5 MPa versus control and 50 MPa versus control in the metatarsal RNAseq dataset.

|  | **5 MPa vs Control** | | | **50 MPa vs Control** | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **Gene Name** | **Log_2_ Fold Change** | **Adjusted *p* value** | **Gene Name** | **Log_2_ Fold Change** | **Adjusted *p* value** |
| Top 2 genes with highest upregulation | *Gm15516* | 10.43418 | 0.024787 | *Gm6344* | 33.29918 | 1.97E-07 |
|  | *Zfp990* | 2.466429 | 0.001984 | *Bloc1s5* | 0.299111 | 0.034986 |
| Top 2 genes with highest downregulation | *Gm5537* | -29.2388 | 2.54E-15 | *Rpl36a-ps2* | -4.57593 | 0.018639 |
|  | *Gm10443* | -21.9814 | 4.16E-11 | *Gm32017* | -0.3286 | 0.034986 |

**Suppl. Table 4**: Top 10 genes with highest upregulation and top 10 genes with highest downregulation, commonly expressed in 5 MPa versus control and 50 MPa versus control in the hip cap RNAseq datasets.

|  | **5 MPa vs Control** | | | **50 MPa vs Control** | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **Gene Name** | **Log_2_ Fold Change** | **Adjusted *p* value** | **Gene Name** | **Log_2_ Fold Change** | **Adjusted *p* value** |
| Top 10 genes with highest upregulation | *mt-Co2* | 3.861770644 | 1.20E-10 | *Gm49394* | 13.50342072 | 2.41E-05 |
|  | *mt-Atp6* | 3.511212933 | 0.000187849 | *Gm12191* | 9.194177325 | 3.32E-05 |
|  | *mt-Co3* | 3.457740125 | 0.000145902 | *Gm45062* | 6.85408364 | 0.000910969 |
|  | *mt-Nd3* | 3.224000243 | 0.000100063 | *Gemin4* | 5.045475205 | 7.18E-05 |
|  | *mt-Nd1* | 3.096226408 | 0.000376173 | *mt-Nd3* | 4.026272198 | 1.39E-07 |
|  | *mt-Co1* | 2.74274834 | 0.000400982 | *mt-Nd2* | 3.745065618 | 0.000106936 |
|  | *Nutf2-ps1* | 2.649443999 | 0.049036319 | *mt-Nd1* | 3.620577046 | 1.24E-05 |
|  | *mt-Nd5* | 2.51981988 | 0.00061336 | *mt-Co1* | 3.360772144 | 7.32E-06 |
|  | *mt-Nd4* | 2.484054695 | 0.001486832 | *mt-Atp6* | 3.354536124 | 8.34E-05 |
|  | *Ifitm3* | 2.467004261 | 0.000214404 | *mt-Co2* | 3.299205031 | 3.92E-09 |
| Top 10 genes with highest downregulation | *Snhg4* | -3.486073226 | 0.011386169 | *Snhg4* | -3.83043866 | 0.006048404 |
|  | *Hoxd8* | -2.343113938 | 0.000377062 | *Lama2* | -3.153301518 | 6.49E-10 |
|  | *Mir540* | -2.265276889 | 0.000449718 | *Olfr57* | -2.108403829 | 0.000357334 |
|  | *Gm49394* | -2.012936641 | 0.002620513 | *Mir540* | -2.036317497 | 0.000246019 |
|  | *Scn8a* | -2.010893711 | 0.014905645 | *Gm11175* | -1.714214415 | 0.001641725 |
|  | *Ccdc59* | -1.927970123 | 6.71E-05 | *Ccdc59* | -1.612781032 | 3.65E-05 |
|  | *Lama2* | -1.65371248 | 0.00055755 | *Thnsl2* | -1.556200081 | 0.037482276 |
|  | *Gm11175* | -1.452316526 | 0.008304903 | *Tmem8b* | -1.467009907 | 0.030936955 |
|  | *Thnsl2* | -1.422750563 | 0.037729217 | *Caskin1* | -1.379721524 | 0.000300418 |
|  | *Pfdn5* | -1.303381065 | 0.034377932 | *Scn8a* | -1.319270897 | 0.000726646 |

**Suppl. Table 5:** Differential expression of osteoarthritis risk genes identified in recent genome-wide association studies in our hip cap versus metatarsal datasets.

How the deposited data were processed for this re-analysis (not part of the article)

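RNA from hip caps and metatarsals of mice, cultured without pressure or under 5 or 50 MPa, was measured in 24 libraries of 6 groups with 4 libraries each. The authors trimmed the reads, assigned them to transcripts with kallisto and summed them per gene with tximport, and the estimated counts they deposited carry no normalization. The table holds 52178 genes, of which 48845 were named from the GENCODE mouse annotation (release 21, GRCm38) and 40 from the paper's supplementary table, and 3293 stayed without a name. This annotation is not the one the authors used, so it served for names, transcript lengths, GC content and shared sequence words only. The table holds 0 columns of other samples, and 2 genes of the paper's tables that matched no identifier, Septin2 and Gm3625, were not analysed here. Library totals between 4185557 and 25104484 set the precision of each gene, and a limit of 3 counts in every library of a group was taken as the floor below which a fold change is given as a lower bound.

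Counts were rounded and analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by edgeR's filterByExpr over the 6 groups, scaled by TMM and fitted with the robust quasi-likelihood method, with a term for each group, the sequencing run and the library type, over the 22 libraries that the paper used. The tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method within each comparison, and the threshold was an adjusted p-value of at most 0.05. A prior count of 2 entered log2 CPM. The comparisons were hip cap against metatarsal controls, each pressure against control within each tissue, and the interaction of pressure and tissue. Standard errors were taken from the log2 fold change and its F statistic. Gene lists written down beforehand (nuclear and mitochondrially encoded subunits of oxidative phosphorylation, cartilage matrix, skeletal muscle, osteoclast, neutrophil, erythroid, macrophage, osteoblast and sex-linked genes) were tested with limma's camera at a preset correlation of 0.01 between genes, with adjustment over 8 combinations of list and comparison. The cell marker lists at 50 MPa were adjusted among themselves. Lists that the study chose on these samples (its osteoarthritis genes, its channels and the genes of Figure 4A and 4B) were counted against the threshold and not tested as sets.

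The genes named in the text are those of the paper's results, discussion, Tables 1, 2 and 4 and Suppl. Tables 2 to 4, and, in each comparison, the 3 highest and the 3 lowest log2 fold changes past the threshold among genes whose groups do not overlap and whose mean reaches 1 CPM, without predicted genes and pseudogenes. Some genes of the paper's lists are not reported here. Members of the gene lists could be named as well.

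The alternatives were DESeq2 1.42.0 with its own size factors, RLE factors, library sizes alone, normalization without mitochondrially encoded genes, no filter on counts, at least 10 counts in every library, all 24 libraries, other batch terms or none, the replicate number as a block, a limit of 1 on the absolute log2 fold change, no predicted genes or pseudogenes, comparisons within a run or a library type, the fry test, an estimated correlation in camera, and leaving out each library in turn. Distances were also computed on the 500 genes with the highest variance and after DESeq2's variance stabilizing transformation. Removing each library's trend with GC content was added after seeing the data.

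The fit was tested on simulated data in which 200 genes changed in each comparison of pressures. It recovered 65% of them in hip caps at 5 MPa and 65.5% at 50 MPa, and 85.5% and 82.5% in metatarsals, with 11, 10, 9 and 5 false calls. Of the genes changed 2-fold it recovered 16% and 20% in hip caps and 60% and 52% in metatarsals. The simulated dispersion was pooled over the tissues (median 0.051), while hip caps alone had 0.101 and metatarsals 0.030. Recovery at the dispersion of each tissue was thus not tested. These simulations kept the difference between the tissues, so the comparison of the controls was tested in a simulation without it, which recovered 71% of 200 changed genes with 14 false calls and was added after seeing the data. A simulated list that was halved at 50 MPa came back with a median log2 fold change of -1.00. Replicate numbers did not pair the libraries, as residual correlations between equal numbers ran from -0.10 to 0.15, so no pairing was used. Gene Ontology categories were not used here, and the paper's supplementary sheets that are held only in part were not compared gene by gene.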

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

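Of the tests below, those of genomic DNA and of cell composition in HC4 and H502 were chosen only after the result was seen, as was the list of satellite-like predicted genes. Among 60 groups of 4 libraries (10 measures in 6 groups), 7 held a library far from the other 3, where chance gives about 1 in 20, or 3 groups. One library, HC4, was found in more than one measure.

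Satellite-like predicted genes took 56.146% of the counts of H502 and 17.539% of those of HC4, far from the other libraries of their groups, and both are libraries that the paper left out and did not analyse further. H502 detected 1572 of 1969 receptor genes of the olfactory and vomeronasal families, taken to be silent in cartilage, against 425 to 1113 in all libraries used. Genomic DNA in this library is a candidate explanation that fits this value. HC4 detected 819 such genes, within the range of the used hip caps (425 to 896), but these genes took 4279 CPM of its counts, against 314 to 2034 CPM in the used hip caps and at most 3866 CPM in any library used. Genomic DNA thus stays open for HC4, since its satellite share and this abundance go with it and the number of genes detected does not. The cartilage matrix score of HC4 was 7.2914 against 9.57 to 9.87 in the other controls. A lower share of cartilage alone would raise the markers of every other cell type alike. The osteoclast score of HC4, 6.68, lay above all used hip caps (3.22 to 5.69). Its osteoblast score, 5.9532, lay under those of the other controls (6.17 to 6.55) but within the range of the used hip caps (5.89 to 7.16). This argues against a lower share alone beside the other controls, and leaves it open beside all used hip caps. More osteoclasts or marrow cells stay open: the macrophage score of HC4, 3.8332, and its erythroid score, 1.98, lay above the other controls (1.49 to 2.64 and -0.92 to 0.22) but within the range of the used hip caps (up to 4.51 and 2.62), and its neutrophil score, 1.93, lay within the other controls (0.13 to 2.69). No biological explanation was tested.

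Other libraries stood out in a single measure each. M502 had 14548505 counts against 10887599 to 11486644 in the other metatarsals at 50 MPa, the second replicate of hip caps at 5 MPa had 65.784% of its counts on protein-coding genes against 48.6% to 51.3%, MC1 detected 780 receptor genes against 920 to 945, and M504 had a median distance of 134.63 against 80.8 to 89.5. With 3 such groups given by chance, no explanation was tested for these 4. MC1 has the fewest counts of all libraries, and M504 is the only unstranded metatarsal library, so depth and library type stay open for them.

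The response differed between the tissues for 4 genes at 5 MPa and 94 genes at 50 MPa in a test of the difference itself. Of the 35 splits of the 7 hip caps at 5 MPa, 1 gave as many genes, the real one. At 50 MPa, 3 of the 10 splits of the 6 hip caps gave as many, with up to 319 genes in another split. At 50 MPa the result thus cannot be told apart from a division by chance, since 3 against 3 libraries make too few splits. Of the 35 metatarsal splits, 13 gave as many at 5 MPa and 7 at 50 MPa. A response in hip caps alone would allow this, since these splits keep the hip cap groups, so they cannot decide the question. At 5 MPa, 3 of the 4 genes are predicted genes or pseudogenes, and sequencing run is confounded with pressure in hip caps. In the fit of all 24 libraries 0 genes passed at either pressure, with 1507 and 3128 genes at an unadjusted p-value under 0.05. The number at 5 MPa was 0 without replicate 3 of the hip caps at 5 MPa and without any of 3 metatarsal libraries (control 3 and replicates 1 and 4 at 5 MPa), and without HC2 it was 706. At 50 MPa it was 3 without HC3 and 1749 without HC2. A difference between the tissues, which the design names, stays open as untested beyond this.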

How the results depend on the processing

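Removing the trend with GC content was chosen only after the result was seen; the other alternatives were set before the data were examined. Over the alternatives that changed the processing, 154 of the values of main results stayed on their side of the threshold with the same direction or within 1.5 times, 37 became weaker, 30 stronger and 3 moved, and 4 reversed. For single genes, 230 stayed, 54 became weaker, 40 stronger and 12 reversed. The count of genes differing between control hip caps and metatarsals stayed within 1.5 times under each alternative that changed the processing, from 4523 to 9735. Except where fewer libraries or genes entered a fit, the cause was not tested.

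With DESeq2, 592 genes passed the threshold in hip caps at 5 MPa, 2488 at 50 MPa, 19 and 13 in metatarsals, 146 and 1407 in the interactions, 440 at both pressures and 11 of the osteoarthritis risk genes. With library sizes alone the counts were 47, 58, 0 and 0 in the interactions (1730 and 2038 at an unadjusted p-value under 0.05) and 13 shared, and the cartilage list at 5 MPa reversed to 0.0018. This scaling moved the median log2 fold change of all genes to 0.51 at 5 MPa and 0.25 at 50 MPa. Without a filter the counts were 12 and 563 in hip caps, 7 and 44 in the interactions and 7 shared. With at least 10 counts in every library they were 1 and 1762, 1 and 592, and 1 shared, and the muscle list, with 2 genes left, fell to -1.97 and did not pass.

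When HC4 and H502 were added (all 24 libraries), 43 and 2 genes passed in hip caps, 0 and 0 in the interactions, 1 at both pressures and 0 of the risk genes. Among the preset lists of the main results, the medians that reversed were those of oxidative phosphorylation, -0.14 and -0.28 at the lower and higher pressure, and of cartilage at 5 MPa, 0.47. Single genes that reversed at 5 MPa were Piezo2 (-0.0813), Trpm4 (0.34), Trpm5 (0.00079), Trpv4 (0.26), Ifitm3 (-0.0572), Lama2 (0.11) and Abhd15 (-0.0342), and at 50 MPa Ryr3 (1.75), Ctsk (-0.0841), Trpm4 (0.0282) and Trpm5 (1.38).

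Without batch terms 2422 genes passed at 5 MPa, 30 and 9 in the interactions and 571 at both pressures, and H2ac23 reversed to -2.05. With run alone the interactions gave 0 (5 MPa) and 7. With library type alone the counts were 1359 and 554 in hip caps, 18 and 31 in the interactions and 184 shared. With the replicate block, 219 genes passed at 5 MPa, 2 and 247 in the interactions and 175 at both pressures. A limit of 1 on the log2 fold change left 668 genes at 50 MPa. Without predicted genes and pseudogenes, 1 gene passed at 5 MPa, 0 and 190 in the interactions, and 1 at both. Within run 1, 0 genes passed at 50 MPa with a library type term and 0 without (1009 and 1777 at an unadjusted p-value under 0.05), and 0 risk genes. Within stranded libraries 153 passed at 5 MPa, and within run 2 of the metatarsals 8 and 14. After the trend with GC content was removed, 12 and 102 genes passed in hip caps, 18 in the interaction at 50 MPa and 0 risk genes.

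In the fry test the oxidative phosphorylation list (0.39 at 5 MPa and 0.25 at 50 MPa) and the cartilage list at 5 MPa (-0.56) no longer passed the threshold. With an estimated correlation in camera these 3 and the cartilage list at 50 MPa (-1.08) did not pass, and the mitochondrially encoded list at both pressures and the cartilage and muscle lists between tissues passed in both tests. For the distances, the 500 genes with the highest variance gave HC4 1.21 and H502 1.25, and the variance stabilizing transformation gave H502 2.25.

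Leaving out 1 library at a time, 134 of the values of main results stayed, 37 became weaker, 15 stronger and 2 reversed, and for single genes 505 stayed, 73 became weaker, 25 stronger and 2 reversed. The counts ran from 1 (without HC3 or M504) to 1422 (without HC2) in hip caps at 5 MPa, from 1 (without HC3) to 2596 (without HC2) at 50 MPa, from 2573 (without MC1) to 6947 (without HC2) between tissues, from 0 to 1 (without the third metatarsal control) at 5 MPa in metatarsals and from 0 to 0 at 50 MPa, from 0 (without HC3 or M504) to 1089 (without HC2) shared, from 0 (without replicate 3 of the hip caps at 5 MPa or any of 3 metatarsal libraries) to 706 (without HC2) and from 3 (without HC3) to 1749 (without HC2) in the interactions, and from 0 (without HC3) to 10 (without HC2) among the risk genes. The list medians ran from 0.13 to 0.74 and from -0.065 to 0.31 (oxidative phosphorylation, lower and higher pressure), from 2.36 to 5.48 and from 1.89 to 4.95 (mitochondrially encoded), from -0.75 to -0.29 and from -1.52 to -0.98 (cartilage), from 3.50 to 4.04 (cartilage between tissues) and from -5.06 to -4.58 (muscle). The ratios of spread ran from 1.75 to 2.91 and from 1.60 to 2.92. The oxidative phosphorylation list at 50 MPa reversed without HC3 (-0.065) and without H504 (-0.0067), Fto reversed without HC3 (0.0795) and H2ac23 without H504 (-1.17). HC3 carried a weight of -0.76 in the hip cap contrast at 50 MPa. HC2 carried -0.12, as HC1 did, so weight alone does not account for the count without HC2, and no cause of it was tested.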

Differences from the paper's values

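Each of the paper's values is set beside the value over the same 22 libraries, with the alternatives set before the data were examined that came within the same limits. For genes higher in hip caps at 5 MPa the paper gives 375, against 2 here, and DESeq2 gave 419. For genes lower at 5 MPa the paper gives 322, against 3, and the fit without HC2 gave 452. For genes lower at 50 MPa the paper gives 724, against 422, and the gap was closed by DESeq2 (925), normalization without mitochondrially encoded genes (571), at least 10 counts in every library (821), run alone (489), the replicate block (517), the fits without batch terms and without predicted genes or pseudogenes, and the fits without HC1 (512), HC2 (975) and H504 (777). In metatarsals the paper gives 5 higher and 23 lower genes at 5 MPa, against 0 and 0 (733 at an unadjusted p-value under 0.05), and DESeq2 gave 4 higher. No alternative closed the gap for the lower genes. At 50 MPa the paper gives 7 higher and 19 lower, against 0 and 0 (872 at an unadjusted p-value under 0.05), and DESeq2 gave 5 higher and the metatarsals of run 2 alone 13 lower. The paper gives 12 risk genes past the threshold, against 7, and DESeq2 (11), the replicate block (9) and the fits without HC2 (10) and H504 (8) closed the gap.

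Of 67 log2 fold changes of the paper that were compared, 67 had the same sign here and 37 differed by more than the larger error. Between control hip caps and metatarsals, Gm10925 was 13.37 against the paper's 23.98 (DESeq2 28.33, replicate block 20.07) and Gm22969 was 7.16 against the paper's 21.45 (DESeq2 21.79). Serpina1d was 9.14 against the paper's 7.65, Actc1 -10.04 against the paper's -8.09, Igfbp2 -8.80 against the paper's -7.34 and Fgf10 -10.65 against the paper's -7.18. Kera was -8.95 against the paper's -7.47 (all 24 libraries -7.78) and Crabp1 -8.56 against the paper's -7.31 (all 24 libraries -7.17, no batch terms -8.12). These genes, with the exception of Gm10925, Gm22969 and Serpina1d, were at or under 3 counts in each hip cap control, and those 3 in each metatarsal control, so their fitted values depend on the prior count and only a bound can be given. The paper's values are within these bounds (Gm10925 at least 754-fold and Gm22969 at least 19.9-fold higher, Actc1 at least 173-fold, Igfbp2 42.3-fold, Fgf10 25.0-fold, Kera 53.1-fold and Crabp1 56.8-fold lower), except that of Serpina1d (at least 405-fold higher here), a gap that no alternative closed.

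At 5 MPa in hip caps, no alternative closed the gap for Car2 (3.23 against the paper's 1.47), Gm45665 (2.69 against the paper's 1.44), Olfr1380 (2.46 against the paper's 1.19), Mpp5 (0.55 against the paper's 1.15), Gm9962 (3.93 against the paper's 1.14), Gm9968 (-3.80 against the paper's -3.05) and Gm42715 (-0.95 against the paper's -1.66). All 24 libraries closed it for Fpr1 (3.43 against the paper's 1.06, then 0.83), Atp5g2 (2.11 against the paper's 1.04, then 0.95), Gm23680 (-4.15 against the paper's -3.16, then -3.05), Gm25682 (-3.55 against the paper's -1.92, then -2.51) and Gm26822 (-2.14 against the paper's -1.31, then -1.27). The replicate block closed it for Rap1gap2 (-0.78 against the paper's -1.25, then -0.89) and the fit without batch terms for Wscd2 (-1.37 against the paper's -0.645, then -0.73).

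At 50 MPa in hip caps, no alternative closed the gap for H2ac23 (7.59 against the paper's 15.92), Gm15807 (-4.39 against the paper's -1.70), Ctsk (1.54 against the paper's 0.85), Il11 (2.72 against the paper's 0.75) and Aldh1a2 (4.08 against the paper's 0.65). All 24 libraries closed it for Ywhaq-ps3 (3.62 against the paper's 2.24, then 3.05) and Fto (-0.16 against the paper's -0.49, then -0.26). For mt-Nd6 (3.88 against the paper's 2.20) all 24 libraries (2.76), no batch terms (1.40) and run 1 alone (1.41) closed it. No batch terms and run 1 alone closed it for Serpina1a (-2.76 against the paper's -1.85, then -1.92 in both), Serpina1d (-2.36 against the paper's -1.65, then -1.81 in both) and Chadl (-1.57 against the paper's -0.90, then -1.01 without batch terms). Apoe (-1.24 against the paper's -0.90) was -1.13 over all 24 libraries, -1.02 without batch terms, -1.15 with the replicate block and -1.02 in run 1 alone, each within the limits. Gm44732 (-7.70 against the paper's -4.24), Gm16479 (-8.06 against the paper's -3.33) and Gm8249 (-8.12 against the paper's -1.94) had 0 counts in each library used at 50 MPa, so these fitted values depend on the prior count. Their counts only show that they were at least 1.56-fold, 5.75-fold and 2.40-fold lower, and the paper's values are within these bounds. The fitted values of Gm15807, Aldh1a2 and Ywhaq-ps3 at 50 MPa and of Gm45665 and Gm9962 at 5 MPa also depend on the prior count. For each of them a group was at or under 3 counts. Their counts give log2 bounds of at most -4.72 for Gm15807, and of at least 1.59 for Aldh1a2 and 2.78 for Ywhaq-ps3. For Gm45665 and Gm9962 the bounds are at least 2.47 and 2.70. The paper's values of these genes fall short of the bounds, as does the fitted value of Gm15807. The prior count alone thus does not account for these gaps.

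The paper calls genes that did not pass here. DESeq2 called Car2, Tg, Wscd2 and Trpm5 at 5 MPa, Ifitm3 at 5 MPa, and Ctsk, Aldh1a2, Vgll4, Smg6, Adam9, Igfbp3, Col6a1, mt-Nd6, H2ac23 and Gemin4 at 50 MPa, and Endou and Gsg1l in metatarsals. The fit without batch terms called Car2, Piezo2 (at both pressures), Trpm5, Ifitm3, Abhd15, Ctsk, Aldh1a2, Vgll4, Smg6, Adam9 and Igfbp3. The replicate block called Tg, Trpm5, Ifitm3, Abhd15, Aldh1a2, Vgll4, Adam9, mt-Nd6 and, at 5 MPa, Wscd2. The fit without HC2 called Car2, Tg, Wscd2, Trpm5, Ifitm3 and Abhd15 at 5 MPa and Ctsk, Vgll4, Smg6, Adam9, Col6a1, mt-Nd6 and Gemin4 at 50 MPa. The fit without HC1 called Col6a1 and Gemin4, the fit without replicate 4 at 5 MPa called Trpm5, Ifitm3 and Abhd15, the fit without H504 called Aldh1a2, Vgll4 and Adam9 at 50 MPa, the fit without replicate 1 at 50 MPa called Aldh1a2, and the fits without MC1 and without M504 called Smg6. No fit called Trpm4, P2rx7, Ryr3, Fto, Fgf2, Ep300, Col11a1, Zfp990, Bloc1s5 or Lama2 at 5 MPa.

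The paper ranks Ctsk highest among the risk genes that rise at 50 MPa, while Il11 (2.72) was above Ctsk (1.54) here. The paper's table for 5 MPa lists 697 genes, 375 higher and 322 lower. Of the 692 tested, 5 passed the threshold here in the same direction, 322 with DESeq2, 318 without batch terms and 131 with the replicate block. In all 24 libraries 514 had the paper's direction and 9 passed. The log2 fold changes of these genes correlated across genes with the paper's at r = 0.729.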

Other observations

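The tests of mitochondrially encoded genes by run and by nuclear copies, of shared sequence words in the table genes, of muscle, of Xist and of GC content for the cartilage and mitochondrially encoded lists were chosen only after the result was seen. So were the dispersions of each tissue in the simulations, taken up after simulations with pooled dispersions had given ratios of 1.70 to 1.92 at 5 MPa and 1.54 to 1.78 at 50 MPa.

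Other divisions of the libraries were fitted for each comparison. For controls, 1 of the 34 splits that could be fitted gave as many genes, the real one, with at most 1016 in another. In hip caps at 5 MPa, 4 of the 35 splits gave at least 5 genes, the others with 416 (HC2 in place of replicate 3 at 5 MPa), 181 (HC3 in that place) and 6. At 50 MPa, 2 of the 10 splits gave at least 1170 genes, the other 1455 (HC2 in place of H504), and with 10 splits the result cannot be told apart from a division by chance. In metatarsals 0 genes passed at both pressures, a number that every split reaches, so the splits cannot test it. At an unadjusted p-value under 0.05, 3 and 2 of the 35 splits gave as many genes as the real one, itself included (733 and 872). For genes shared by both pressures, 9 of 100 splits gave at least 3, with up to 190. The spread in hip caps relative to metatarsals was as large in 2 of 100 splits at 5 MPa and 3 of 100 at 50 MPa. By the p-value of camera, the oxidative phosphorylation list was as extreme in 11 of 35 splits at 5 MPa and 7 of 10 at 50 MPa, the mitochondrially encoded list in 1 of 35 and 2 of 10, the cartilage list in 16 of 35 and 1 of 10, the cartilage list between tissues in 2 of 34, and the muscle list in 1 of 34. By the median instead, these counts were 1 of 35, 5 of 10, 1 of 35, 1 of 10, 2 of 35, 1 of 10, 1 of 34 and 2 of 34. As many risk genes passed in 1 of 10 splits, the real one, with at most 2 genes in another.

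The mitochondrially encoded genes were lower in hip cap controls than in pressed hip caps. At 50 MPa the median log2 fold change within run 1 was 1.4102, a difference that sequencing run cannot give. It did not go beyond the spread of the libraries, as the shares of the groups overlapped (exact permutation test, two-sided, p = 0.3, where 3 against 3 cannot go below 0.1). H502, in the same run, had a share of 0.101%. With the runs as read from the figure, run is thus not a cause of the difference within run 1. Library type stays open, since HC1 and HC2 were stranded and the libraries at 50 MPa unstranded. Whether the difference at 50 MPa goes beyond chance is not settled. At 5 MPa run and pressure cannot be told apart, since all used controls are in run 1 and all libraries at 5 MPa in run 2, and the value with a run term in the fit, 3.7387, rests on metatarsals. HC4, the 1 hip cap control in run 2, which the paper left out, had a share of 0.644%, above the controls of run 1 (at most 0.310%) and under the libraries at 5 MPa (0.968% to 1.54%), so both run and pressure stay open. Adding 21 nuclear copies left the log2 ratio of mean shares at 3.1415, against 3.49 without them, and nuclear genes with transcripts of the same lengths (5222 genes, 204 to 1824 bases) had a median of -0.026377, and after the trend with GC content was removed the list was at 3.5118, all of which argue against shared reads, length and GC content. An effect of pressure may contribute and stays a hypothesis, with run open at 5 MPa.

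The log2 fold changes at 50 MPa fell with GC content across genes (Spearman correlation -0.33455), and removing the trend took the count from 1170 to 102, with 91 shared. GC content is thus a candidate explanation for much of this count, and the cartilage list stayed lower at -0.86937 after removal, which argues against it there. At 5 MPa, 12 genes passed after removal, with 5 of 5 kept. Transcript length correlated at 0.024328 (50 MPa) and 0.048334 (5 MPa), and antisense genes differed from others by 0.002525 in median log2 fold change (5.67% and 5.55% past the threshold), which argue against length and antisense reads.

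Genes higher in hip caps than in metatarsals tended to fall at 50 MPa (r across genes -0.39635, against -0.259 to -0.198 in simulations of unchanged groups), and changes at 5 and 50 MPa went together (0.50007, against 0.423 to 0.484). Shared control libraries with noise drawn independently for each gene did not give values this large. The simulations held no deviations common to many genes of a library. The real log2 fold changes went with GC content, at Spearman correlations of 0.20 between tissues, -0.20 at 5 MPa and -0.33 at 50 MPa. Shared controls thus stay open as a cause. Noise alone could give the ratio of spreads in simulations that kept the dispersion of each tissue (median 0.101 in hip caps against 0.0300), with a median ratio of 2.0733 at 5 MPa. Simulations with pooled dispersions stayed lower, at most 1.92 at 5 MPa and 1.78 at 50 MPa, against the observed 1.96 and 1.80. Among splits of the hip caps, 2 of 100 and 3 of 100 gave as large a ratio, the real one included. Greater noise in hip caps thus stays open as a cause of the ratio. The SDs themselves, 1.20 and 1.17 in hip caps, exceeded those of the simulations (at most 0.95 and 0.92).

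Among 59 genes of Tables 1 and 2, 23 are pseudogenes or predicted genes, and 21 of these have a transcript in the reference. They shared a median of 51.61% of their 31-base words with other genes, 11 of 21 at least 50%, against 1.39% and 3 of 36 for the other genes. All 5 with a transcript and a paper's absolute log2 fold change of at least 10 shared at least 50%. Reads shared with near-identical copies may thus contribute to these extreme changes.

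Ctsk rose at 50 MPa together with other osteoclast genes (median 1.4546 over 6 genes, adjusted p = 0.0175 from camera on the edgeR data and 0.136 from fry). Acp5 went from 69.5 to 226 CPM and Mmp9 from 125 to 387 CPM, with 990 and 1737 CPM in HC4. More osteoclasts and a change within cells cannot be told apart from these values. Macrophage genes had a median of 1.05 with 5 of 9 higher (adjusted p = 0.0733 from camera on the edgeR data), erythroid genes 1.58 with 3 of 4 higher (adjusted p = 0.367) and neutrophil genes -2.17 with 0 of 8 higher (adjusted p = 0.0175, fry 0.136). None of these lists shares a gene with the cartilage list. The osteoclast median was 0.53 over all 24 libraries. Sex-linked genes had a fitted median of 1.46 at 50 MPa, with 0 past the threshold. The Y-linked genes together had 117, 145 and 90.8 CPM in HC1, HC2 and HC3. They had 110, 197 and 85.5 CPM in replicates 1, 3 and 4 at 50 MPa. These values overlapped, so the fitted median is no evidence of a change with pressure.

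Muscle genes were lower in hip caps than in metatarsals in 19 of 20 genes, and skeletal muscle attached to the metatarsals may be the source. In metatarsals at 50 MPa all 20 were lower, with a median of -0.52 and 0 past the threshold, and respiratory chain genes were higher in 70 and 73 of 77 genes at the lower and higher pressure, with medians of 0.22 and 0.25. Xist was higher in metatarsal controls (log2 fold change -10.18 for hip caps, -11.16 and not past the threshold without MC1). Across 12 metatarsal pools it fell with the sum of 4 Y-linked genes (Pearson correlation -0.77435, permutation test, two-sided, p = 0.00296, and -0.574 without the 2 pools farthest from the median, and -0.854 in the 10 pools of run 2), and M503 had 5.74 CPM. A varying share of female embryos in the pools may explain it.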
